# Epigenetic modification with trichostatin A does not correct specific errors of somatic cell nuclear transfer at the transcriptomic level; highlighting the non-random nature of oocyte-mediated reprogramming errors

**DOI:** 10.1186/s12864-015-2264-z

**Published:** 2016-01-04

**Authors:** Sayyed Morteza Hosseini, Isabelle Dufort, Julie Nieminen, Fariba Moulavi, Hamid Reza Ghanaei, Mahdi Hajian, Farnoosh Jafarpour, Mohsen Forouzanfar, Hamid Gourbai, Abdol Hossein Shahverdi, Mohammad Hossein Nasr-Esfahani, Marc-André Sirard

**Keywords:** Somatic cell nuclear transfer, Trichostatin A, Transcriptome, Bovine

## Abstract

**Background:**

The limited duration and compromised efficiency of oocyte-mediated reprogramming, which occurs during the early hours following somatic cell nuclear transfer (SCNT), may significantly interfere with epigenetic reprogramming, contributing to the high incidence of ill/fatal transcriptional phenotypes and physiological anomalies occurring later during pre- and post-implantation events. A potent histone deacetylase inhibitor, trichostatin A (TSA), was used to understand the effects of assisted epigenetic modifications on transcriptional profiles of SCNT blastocysts and to identify specific or categories of genes affected.

**Results:**

TSA improved the yield and quality of in vitro embryo development compared to control (CTR-NT). Significance analysis of microarray results revealed that of 37,238 targeted gene transcripts represented on the microarray slide, a relatively small number of genes were differentially expressed in CTR-NT (1592 = 4.3 %) and TSA-NT (1907 = 5.1 %) compared to IVF embryos. For both SCNT groups, the majority of downregulated and more than half of upregulated genes were common and as much as 15 % of all deregulated transcripts were located on chromosome X. Correspondence analysis clustered CTR-NT and IVF transcriptomes close together regardless of the embryo production method, whereas TSA changed SCNT transcriptome to a very clearly separated cluster. Ontological classification of deregulated genes using IPA uncovered a variety of functional categories similarly affected in both SCNT groups with a preponderance of genes required for biological processes. Examination of genes involved in different canonical pathways revealed that the WNT and FGF pathways were similarly affected in both SCNT groups. Although TSA markedly changed epigenetic reprogramming of donor cells (DNA-methylation, H3K9 acetylation), reconstituted oocytes (5mC, 5hmC), and blastocysts (DNA-methylation, H3K9 acetylation), these changes did not recapitulate parallel marked changes in chromatin remodeling, and nascent mRNA and OCT4-EGFP expression of TSA-NT vs. CRT-NT embryos.

**Conclusions:**

The results obtained suggest that despite the extensive reprogramming of donor cells that occurred by the blastocyst stage, SCNT-specific errors are of a non-random nature in bovine and are not responsive to epigenetic modifications by TSA.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2264-z) contains supplementary material, which is available to authorized users.

## Background

Early embryonic development in mammals begins in transcriptional silence [1] with an oocyte-mediated transcriptional reprogramming of parental gametes occurring during an across-the-board process of “erase-and-rebuild” [2]. In this process, the parental transcription programs are erased long before (maternal) or soon after (paternal) fertilization to generate a relatively naïve zygotic chromatin upon which the transcription program of a new life cycle is rebuilt de novo after activation of the zygotic genome [2, 3]. Any perturbation in this process will result in ill or fatal transcriptional phenotypes of the resultant embryos [4]. The very few viable clones obtained at the end of a typical cloning experiment underscore that substantial differences exist between transcriptional reprogramming of somatic cell nuclei and gametes [5].

Six microarray studies have been carried out to explore the transcriptomic profiles of cloned (SCNT) vs. fertilized (IVF) bovine blastocysts [4, 6–10] and all reported extensive transcriptional reprogramming of the donor cells by the blastocyst stage with few genes, even as low as twenty [8], being deregulated in SCNT embryos. Conversely, numerous studies have reported abnormal patterns of DNA-methylation and histone acetylation/methylation of bovine clones [11–14]. These studies concluded that bovine SCNT embryos suffer from genome-wide hypermethylation, associated with elevated heterochromatic histone methylation (H3K9me2) and H3K9 acetylation in the trophectoderm layer. Therefore, a typical SCNT embryo may be transcriptionally close to (euchromatin), but epigenetically far from (heterochromatin), normal embryos, demonstrating that epigenetic but not expression barriers limit reprogramming efficiency [15]. Accordingly, it would be interesting to determine how small transcriptional aberrations translate into broad epigenetic anomalies or vice versa.

Somatic cell chromatin is compact and static, due to the tight association of chromatin with heterochromatin binding proteins and of histones with chromatin. Proper erasure of these epigenotype markers is essential for chromatin remodeling and pluripotency, as restricting the exchange of these chromatin factors makes the chromatin inaccessible to oocyte reprogramming factors [13]. The short duration and compromised efficiency of the erasure process is considered to be the main cause of the transcriptomic and epigenomic anomalies of cloned embryos [16]. To circumvent this problem, assisted epigenetic modification of somatic cells, before and/or soon after SCNT, with DNA-methyltransferase (DNMTi) and histone deacetylase (HDACi) inhibitors has been recently used to assist the endogenous epigenome-modifying machinery and enhance the speed and extent of nuclear reprogramming (for review see [17]). Among these, members of the hydroxamic acid-containing class of HDACi such as Trichostatin A (TSA) and Scriptaid are used more frequently due to their potent effects on global acetylation. Given the genome-wide effects of HDACi, increased acetylation results in the increased chromatin relaxation at locations that are associated with pluripotency, and this is expected to provide a chromatin conformation more permissive to transcriptional activation [18].

Treatment with TSA improved the development of SCNT bovine [17–19] and pig [20, 21] embryos to the blastocyst stage. In mice, TSA improved both nuclear remodeling [22] and development to term [23–25]. Treatment with TSA also induced a parallel increase in histone acetylation, chromosome decondensation and nuclear volume in SCNT mouse embryos similar to that observed in ICSI-derived embryos [26]. Importantly, through analysis of chromatin remodeling and 5-bromouridine 5′-triphosphate (BrUTP)-labeled RNA, Bui et al. [26] and VanThuan et al. [27] demonstrated a more effective formation of DNA replication complexes in TSA and Scriptaid treated embryos which was evident by enhanced levels of newly synthesized RNA and a significant reduction in asymmetric expression of nascent RNA. Notably, a positive correlation between the increase in nascent RNA synthesis and full-term development of cloned mice was observed. In cloned pig embryos, Whitworth et al. [28] reported that Scriptaid treatment significantly affected the expression of 7 of the 14 transcripts evaluated and returned three of them to levels observed in in vivo-derived embryos. Even though a single defect in transcription reprogramming may cause a “ripple” effect resulting in the aberrant expression of entire networks of downstream target genes [29], the analysis of a small number of transcripts is of limited value for the systematic study of the genetic interactions involved in a complex trait. Post genomic era approaches, including genome wide analyses and network investigations, are needed.

This is the first study that seeks to assess the effects of assisted epigenetic modifications on transcriptional profiles of bovine SCNT embryos with a complete embryo RNAseq-derived microarray which includes splice and 3′UTR variants [30]. To investigate the potential meaning of the alteration of specific genes or categories of genes, we also attempted to associate specific mechanisms or events that occur in somatic cells, reconstituted oocytes and developing embryos with the observed alterations. Since no study has examined the effects of HDAC inhibitors on transcriptome and associated events, our results will expand the knowledge in this enigmatic field.

## Results

### TSA treatment improves in vitro, but not in vivo, developmental competence of SCNT bovine embryos

The custom *in vitro* measure of cloning efficiency is the yield and quality of blastocyst formation [5]. In our results (Additional file 1: Table S1A), cleavage rate was not significantly different between the groups. However, TSA treatment boosted blastocyst development to a rate that was significantly higher than CTR-NT, but not IVF (39.8 ± 4.1 vs. 28.7 ± 5.5 vs. 34.3 ± 3.9 %, respectively). Development to grade 1 & 2 blastocyst was not different between TSA-NT and IVF (48.0 ± 6.0 vs. 41.7 ± 4.2 %, respectively) but significantly less in CTR-NT (34.7 ± 6.7 %) compared to TSA-NT. Differential staining of blastocysts (Additional file 1: Table S1B) revealed a comparable total cell number between the groups. However, TSA treatment, but not the embryo production method, changed the distribution of cells in blastocysts as the proportion of cells allocated to the ICM and ICM/TCN proportion, were both significantly higher in TSA-NT blastocysts compared to CTR-NT embryos.

The ultimate readout of cloning efficiency is the ability of SCNT embryos to develop into viable offspring [5]. Although numbers are low, the transfer of grade 1 & 2 blastocysts resulted in comparable early (days 35–40) pregnancy rates between the groups (Additional file 1: Table S1C). However, total percentages of pregnancy loss between critical pregnancy days 60–120 were high for both NT groups with no beneficial effect of TSA treatment when compared to no failure in IVF pregnancies. In addition, a number of pregnancies from SCNT in both groups were terminated at days 100–235 due to excessive accumulation of amniotic fluid (hydrops) and other complications (CTR-NT: 33.3 %, TSA-NT: 50.0 %). Elective C-section was performed between days 286 to 290 of pregnancy resulted in the delivery of 6 CTR-NT and 2 TSA-NT calves. Four CTR-NT claves and one TSA-NT calve did not survive. The deceased calves suffered from placental abnormalities including placental hypertrophy and small numbers of larger placentomes.

### TSA treatment, not the SCNT process, is the greatest source of variation at the transcriptome level

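The arrays compared day 7 bovine blastocysts made by nuclear transfer from fibroblasts left untreated (CTR-NT) or given 1 µM trichostatin A for 24 h beforehand (TSA-NT), with blastocysts made by in vitro fertilization (IVF). Trichostatin A inhibits histone deacetylases. On each of 16 arrays, RNA of an NT group in 1 dye was hybridized together with IVF RNA in the other dye, with 8 arrays for CTR-NT against IVF and 8 for TSA-NT against IVF. The NT RNA carried Cy5 on 1 slide of each comparison and Cy3 on the other, and the swapped arrays with the same replicate number were averaged, which left 4 replicates per NT group. The comparisons lie on different slides, 4 arrays to a slide, and their IVF samples carry different labels, so that TSA-NT and CTR-NT cannot be compared apart from slide and IVF sample. The authors deposited the raw intensity of every spot in both dyes, with the local background beside it and not subtracted. The paper states that these were background-subtracted, normalized within arrays by loess and between arrays by quantiles, and compared with limma. For the values given here, the mean spot intensities were corrected for background by limma's normexp method with an offset of 50, then normalized by loess and quantiles, and expressed as the log2 ratio of NT to IVF. A positive log2 ratio means a higher level in NT embryos, and ± gives its standard error (SE) in limma. The 43794 bovine probes were tested in 1 limma model of all 8 replicates, and a probe was called at an adjusted p below 0.05 and a fold of at least 1.5. Where a gene has several probes, the brightest stands for it. Before background correction, the median intensity per array was 223 to 367 in Cy3 and 144 to 231 in Cy5 on the CTR-NT slides, and 179 to 299.9 in Cy3 and 101 to 159 in Cy5 on the TSA-NT slides. Negative control spots, 153 per array, set the background, and on the median array 65.1% of probes in the CTR-NT channel and 75.9% in the TSA-NT channel lay above their mean plus 2 SD. The IVF channel had 69.1% of probes above background on the CTR-NT slides and 78.0% on the TSA-NT slides. The median SD of a probe's log2 ratio between replicates was 0.12 for both NT groups. The number of arrays limits the precision of each value.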

Significance analysis of microarray (SAM) of blastocysts revealed that out of the 37,238 targeted gene transcripts represented on the microarray slide, a relatively small number of genes were differentially expressed (DEG) in CTR-NT (1592 = 4.3 %) and TSA-NT (1907 = 5.1 %) embryos compared to IVF (FDR 1.5, P ≤ 0.05, FC ≥1.5) (Fig. 1a). 

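EFNA5, a membrane-bound ligand of Eph receptors, rose in CTR-NT (log2 ratio 1.31 ± 0.071, SE, n = 4, adjusted p = 0.000871) and in TSA-NT (1.11 ± 0.071, adjusted p = 0.00118). TFPI, an inhibitor of blood coagulation, also rose in both, with log2 ratios of 1.27 ± 0.14 and 0.90 ± 0.14. RAC2, a signaling gene of blood cells, fell in both (-1.64 ± 0.27 and -1.15 ± 0.27), while SDS, which breaks down serine, fell in CTR-NT (-1.88 ± 0.30) and had a log2 ratio of -1.07 in TSA-NT (adjusted p = 0.0720). In CTR-NT, 177 probes were higher and 406 lower than in IVF, 583 in all or 1.33% of those tested, which stand for 97 higher and 188 lower genes. In TSA-NT, 629 probes were higher and 683 lower, 1312 in all or 3.00%, for 360 higher and 308 lower genes. A direct limma test of TSA-NT against CTR-NT through their ratios to IVF called 0 probes (smallest adjusted p = 0.306), with 4238 probes at an unadjusted p under 0.05 and 66 called when each array was taken as a replicate of its own. A mean-variance trend with robust moderation in limma left 0 calls in CTR-NT, where 9379 probes have an unadjusted p under 0.05, so every CTR-NT call of a single gene depends on this choice. Without CTR-NT replicate 1, 2, 3 or 4 there were 290, 169, 187 or 75 calls in CTR-NT. In TSA-NT, 251 higher and 384 lower probes were called without its replicate 1, 450 lower probes without its replicate 2, and 308 higher and 371 lower probes without its replicate 3. A left-out replicate ended the call of RAC2 in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0527 to 0.102), RAC2 in TSA-NT without CTR-NT replicate 2 or 4 or TSA-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0696 to 0.130), SDS in CTR-NT without CTR-NT replicate 1, 2 or 4 (adjusted p = 0.0583 to 0.0967) and TFPI in TSA-NT without TSA-NT replicate 1 (adjusted p = 0.0518). With slide as a random block, the call was lost for RAC2 in TSA-NT (adjusted p = 0.100). With each comparison fitted alone, no call was left of SDS in CTR-NT (adjusted p = 0.0702) or RAC2 in TSA-NT (adjusted p = 0.110).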

Of the DEGs identified, 598 and 999 genes were upregulated and 994 and 908 genes were downregulated in CTR-NT and TSA-NT embryos, respectively. The identity and description of top molecules and each differentially expressed transcripts in CTR-NT and TSA-NT blastocysts are listed in Additional file 2: Table S2 and Additional file 3: Table S3, respectively. Comparisons between genes commonly upregulated or downregulated between CTR-NT and TSA-NT embryos revealed that approximately almost all of the downregulated genes in either group, half of the upregulated genes in CTR-NT, and one third of the upregulated genes in the TSA-NT group were common. 

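SPIC, an Ets-family transcription factor, fell in both NT groups, by 2.29 times in CTR-NT (log2 ratio -1.19 ± 0.088, SE, n = 4) and 2.49 times in TSA-NT (-1.31 ± 0.088). Among genes higher in both were SLC5A6, a vitamin transporter (0.87 ± 0.12 and 1.44 ± 0.12), and ANKH, a membrane protein involved in the export of pyrophosphate (1.28 ± 0.19 and 0.90 ± 0.19). Dimmer probes of SPIC and ANKH were not called. Of the probes lower in CTR-NT, 272 were lower in TSA-NT too, 67.0% of the CTR-NT list and 39.8% of the TSA-NT list. Of the higher probes, 116 were shared, 65.5% of the CTR-NT list and 18.4% of the TSA-NT list. Independent lists of these sizes would share 6.33 lower and 2.54 higher probes, a value that leaves out IVF RNA the comparisons may share. With a replicate left out, the shared probes ranged from 42 to 246 lower and from 11 to 82 higher, the fewest without CTR-NT replicate 4. With 3 replicates in a group, the test was no longer passed by ANKH in CTR-NT without CTR-NT replicate 1, 3 or 4 (adjusted p = 0.0562 to 0.0644), ANKH in TSA-NT without TSA-NT replicate 1, 2 or 3 (adjusted p = 0.0716 to 0.0923) and SLC5A6 in CTR-NT without CTR-NT replicate 2, 3 or 4 (adjusted p = 0.0526 to 0.0756). Taking slide as a random block ended the call for ANKH in TSA-NT (adjusted p = 0.0679). Fitting each comparison alone ended the call of ANKH in CTR-NT (adjusted p = 0.0515) and ANKH in TSA-NT (adjusted p = 0.0562).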

Notably, no upregulated gene in one SCNT group was downregulated in the other group and vice versa (Fig. 1a).

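No probe was called higher in one NT group and lower in the other (limma, 0 opposite calls). Most probes called in a single NT group had the same sign in the other, as for FOXA2, a transcription factor of the endoderm, with -0.96 ± 0.20 (SE, n = 4) in CTR-NT and -0.25 ± 0.20 in TSA-NT, and for SQLE, an enzyme of cholesterol synthesis, with -0.66 ± 0.11 and -0.49 ± 0.11. Of probes called in CTR-NT alone, 57 of 61 higher ones (93.4%) and 133 of 134 lower ones (99.3%) had the same sign in TSA-NT. Of those called in TSA-NT alone, it was 490 of 513 (95.5%) and 406 of 411 (98.8%). Simulations with no change and IVF RNA shared by the comparisons gave means of 90.3%, 90.1%, 88.6% and 88.2% for as many probes with the smallest p. In them all IVF RNA was shared and had the same spread as NT RNA. The highest simulated values were 96.7%, 94.8%, 91.6% and 90.8%, so the higher probes of CTR-NT alone lay within the simulated range. At an adjusted p below 0.05 with no limit on the fold, and on the slides with NT in Cy5 alone, 1 probe was called in opposite directions. Dropping a replicate took away the call of FOXA2 in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 or TSA-NT replicate 1, 2 or 3 (adjusted p = 0.0571 to 0.136) and SQLE in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0513 to 0.101). A random block for slide took the call away for FOXA2 in CTR-NT (adjusted p = 0.121). So did plain background subtraction, no background correction and median centring (adjusted p = 0.0693, 0.0817 and 0.0521). In its discussion, the paper reasons from the similar profiles of the NT groups and from the X-linked share of the genes lower in both that reprogramming errors in bovine nuclear transfer embryos are mostly non-random and not stochastic. A fit of each comparison alone did not call FOXA2 and SQLE in CTR-NT (adjusted p = 0.0753 to 0.0928).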

**Fig. 1:**
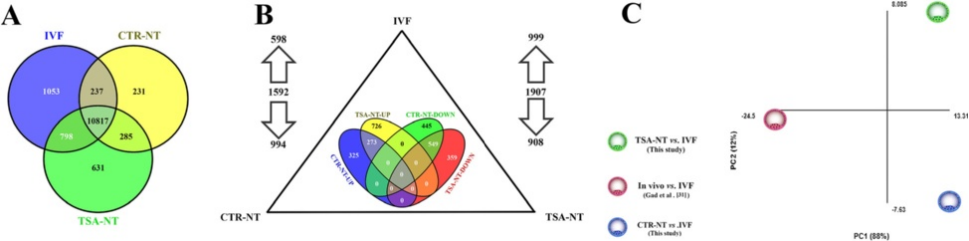
Microarray graphical results. **a** Overview of differential gene expression in CTR-NT and TSA-NT day 7 blastocysts compared to IVF counterparts. The total number of differentially regulated genes which comprised the total number of upregulated and downregulated genes is shown by directions of arrows. The Venn diagram shows the overlap between deregulated genes in both SCNT groups. **b** Venn diagram illustration of the overlap between genes predominantly and exclusively expressed in CTR-NT, TSA-NT and IVF -derived blastocysts. **c** Two-dimensional principal component analysis (PCA) indicating the source of variation in the overall transcriptional profiles of CTR-NT vs. IVF and TSA-NT vs. IVF in this study with the transcriptional profile of in vivo blastocysts obtained from the study of Gad et al. (2012) using the same array platform

Owing to the similarities between CTR-NT and TSA-NT array results, it was interesting to define the probe sets exclusively expressed in the blastocysts of either group. 

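ABCG5, a sterol transporter, was above background in the NT channel on 8 of 8 arrays of CTR-NT and of TSA-NT, but in the IVF channel on 1 of 8 and 2 of 8 arrays. Its log2 ratio was 1.17 ± 0.15 (SE, n = 4, adjusted p = 0.0133) in CTR-NT and 1.50 ± 0.15 (adjusted p = 0.00371) in TSA-NT. MEST, an imprinted gene, had the opposite pattern, with the NT channel above background on 0 of 8 arrays in either group and the IVF channel on 4 of 8 and 6 of 8. Its log2 ratios were -0.55 ± 0.076 and -0.53 ± 0.076, and with the NT signal set at the background the falls would be 1.34-fold and 1.44-fold. BMP15, a growth factor of the oocyte, was above background in no channel on the CTR-NT slides and in both channels on 8 of 8 arrays of the TSA-NT slides. Counted over all probes, 172 were present in CTR-NT only, 1794 in TSA-NT only and 790 in IVF only, while 26537 were present in all 3 groups and 9784 in none. A probe was present where its intensity lay above the background plus 2 SD in at least 5 of 8 arrays of an NT group or 9 of 16 IVF channels. The slides differed in background: the IVF channel alone had 4794 probes present on the TSA-NT slides only and 492 on the CTR-NT slides only. With presence required on every array of a group and on none of the others, 0, 0 and 3 probes were left for CTR-NT, TSA-NT and IVF. The threshold was no longer met by ABCG5 in CTR-NT without CTR-NT replicate 2, 3 or 4 (adjusted p = 0.0527 to 0.0638).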

Out of the 37,238 targeted gene transcripts on the microarray slide, 231, 631, and 1053 probe sets had a signal higher than the summation of background intensity plus two times the SD of background, indicating the unique presence of the mRNA for these genes in CTR-NT, TSA-NT, and IVF embryos, respectively (Fig. 1b and Additional file 4: Table S4). From this list, HDAC11 and FZD7 were expressed in CT-NT; WNT9B, TET2, FZD10, IGF1R, STAT6, and H2AFY2 were expressed in TSA-NT; and XIST, ELK4, FZD3, NOTCH1, PDE3A, KDM2B, and FOXO4 were expressed in IVF embryos.

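Counts of presence for single genes are those of the brightest probe, which need not be the probe the paper lists. TET2 and NOTCH1, for example, also have dimmer probes that were not counted. HDAC11, a histone deacetylase, was above background on 8 of 8 CTR-NT arrays, 7 of 8 IVF channels of the same slides, 8 of 8 TSA-NT arrays and 8 of 8 IVF channels of theirs. The WNT receptors FZD7 and FZD10 were above background in every channel. Of the genes stated for TSA-NT, WNT9B was present on 4 of 8 CTR-NT arrays and 8 of 8 TSA-NT arrays, IGF1R, the receptor of insulin-like growth factor, on 4 of 8 and 8 of 8, and H2AFY2, which encodes a histone variant, on 6 of 8 and 8 of 8. TET2 and STAT6 were each present on 7 of 8 CTR-NT arrays and 8 of 8 TSA-NT arrays. In the IVF channels, WNT9B was above background on 6 of 8 arrays of the CTR-NT slides and 8 of 8 of the TSA-NT slides, and the other 4 of these genes on 8 of 8 of both. ELK4, a transcription factor of the Ets family, was present on 2 of 8 CTR-NT arrays, 6 of 8 TSA-NT arrays and all 16 IVF channels, and its level fell in CTR-NT (log2 ratio -0.61 ± 0.084, SE, n = 4, adjusted p = 0.0163). FZD3 was present on 6 of 8 CTR-NT arrays and in all other channels. XIST, NOTCH1 and KDM2B were above background on all arrays in all 3 groups, PDE3A on 8 of 8 CTR-NT and 7 of 8 TSA-NT arrays, and FOXO4 on 8 of 8 of each. In refits on fewer replicates, the call ended for ELK4 in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0513 to 0.0679). Slide as a random block ended the call for ELK4 in CTR-NT (adjusted p = 0.282), and it was lost on the slides with NT in Cy5 alone for ELK4 in CTR-NT (log2 ratio -0.15, adjusted p = 0.313).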

### TSA does not correct specific transcriptional errors of SCNT in bovine

To investigate the possibility of reprogramming error hotspots, the chromosomal distribution of deregulated genes was reviewed to identify gene loci preferentially affected in both groups. 

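Probes lower in CTR-NT were scarce on chromosome 19. Of 191 lower probes, 2 lay there, or 1.05%, against 5.82% of the probes tested (odds ratio 0.170, Fisher's exact test, two-sided, adjusted p = 0.0248 over chromosomes). In TSA-NT it was 7 of 317, or 2.21%, which did not pass the test (odds ratio 0.362, Fisher's exact test, adjusted p = 0.0528). Several genes of this chromosome rose, among them UNC13D, which acts in the release of cytotoxic granules, with 1.21 ± 0.22 (SE, n = 4) in CTR-NT and 1.15 ± 0.22 in TSA-NT. Dimmer probes of UNC13D were not called. Higher probes were 7 of 98 on chromosome 19 in CTR-NT and 24 of 374 in TSA-NT. Chromosome X held 0 of 98 higher probes in CTR-NT and 4 of 374 in TSA-NT (adjusted p = 0.536 and 0.121, Fisher's exact test). Chromosomes are those of the RefSeq annotation for the 21653 probes with a single location, and not those of the authors' map. Refitting with a replicate left out ended the call of UNC13D in CTR-NT without CTR-NT replicate 1, 3 or 4 or TSA-NT replicate 1 (adjusted p = 0.0536 to 0.133) and UNC13D in TSA-NT without TSA-NT replicate 1, 2 or 3 (adjusted p = 0.0652 to 0.0957). When slide was a random block, the call was lost for UNC13D in CTR-NT (adjusted p = 0.0625) and UNC13D in TSA-NT (adjusted p = 0.0511). Fitted by comparison, the arrays gave no call of UNC13D in CTR-NT (adjusted p = 0.0699) or UNC13D in TSA-NT (adjusted p = 0.0577).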

Chromosomal map view of deregulated genes revealed a high degree of consistency between CTR-NT and TSA-NT blastocysts (Fig. 2a). 

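On chromosome 7, PDLIM4, which encodes a protein that binds to the actin cytoskeleton, rose in CTR-NT (log2 ratio 0.88 ± 0.13, SE, n = 4) and in TSA-NT (1.62 ± 0.13), as did EFNA5. Of the 3 other probes of PDLIM4, 1 was called in each group. IFI30, a thiol reductase of lysosomes, rose in TSA-NT (1.44 ± 0.22) and had a log2 ratio of 1.01 in CTR-NT (adjusted p = 0.0592). SPARC, a protein of the extracellular matrix on this chromosome, fell in both, with -0.76 ± 0.13 in CTR-NT and -0.95 ± 0.13 in TSA-NT. Of the higher probes, 11 of 98 in CTR-NT (11.2%) and 29 of 374 in TSA-NT (7.75%) lay on chromosome 7, which holds 5.40% of those tested. The odds ratios were 2.22 (Fisher's exact test, p = 0.0209, adjusted p = 0.536 over chromosomes) and 1.48 (adjusted p = 0.254). Lower probes on it numbered 8 of 191 in CTR-NT and 11 of 317 in TSA-NT. When replicates were left out in turn, the call was lost for PDLIM4 in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0636 to 0.0805), IFI30 in TSA-NT without TSA-NT replicate 1 (adjusted p = 0.0555) and SPARC in CTR-NT without CTR-NT replicate 2, 3 or 4 (adjusted p = 0.0838 to 0.0939). The call did not hold with slide as a random block for PDLIM4 in CTR-NT (adjusted p = 0.0794), and it was lost on the slides with NT in Cy5 alone for PDLIM4 in CTR-NT (log2 ratio 0.38, adjusted p = 0.100). Separate fits of the comparisons ended the call of IFI30 in TSA-NT (adjusted p = 0.0753).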

The upregulated genes were evenly distributed while chromosome 7 (Fig. 2b) contained a higher number of deregulated genes. 

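X-linked genes were over-represented among those that fell in NT blastocysts. LOC786530 was 9.38 times lower in CTR-NT (log2 ratio -3.23 ± 0.40, SE, n = 4) and 11.2 times lower in TSA-NT (-3.49 ± 0.40), and LOC531650 fell in both as well (-1.66 ± 0.25 and -1.29 ± 0.25). OFD1, a gene of the centriole and cilium, fell in TSA-NT (-0.76 ± 0.14, and -0.68 in CTR-NT at an adjusted p of 0.0534). Chromosome X held 26 of the 191 lower probes with a known location in CTR-NT, or 13.6%, and 40 of 317, or 12.6%, in TSA-NT, against 3.45% of the probes tested. The odds ratios were 4.54 (95% confidence interval 2.86 to 6.95, Fisher's exact test, two-sided, p = 2.38e-09) and 4.22 (2.92 to 5.95, p = 1.41e-12). X-linked genes as a whole were shifted, since their median log2 ratio lay below that of other genes by 0.15 ± 0.11 (SD, n = 4) in CTR-NT and by 0.12 ± 0.094 (SD, n = 4) in TSA-NT, with a difference below 0 in each replicate. Replicates of the NT groups may share IVF RNA, so the groups are not independent of each other here. The donor fibroblasts were female and the sex of the IVF embryos is not given, so the shift was not separated from the IVF pools. Of X-linked genes, 69.7% had a negative ratio in CTR-NT and 67.2% in TSA-NT, against 48.3% and 48.2% of other genes. Without CTR-NT replicate 2 the share of X among lower probes in CTR-NT was 8.16% (p = 0.0878, Fisher's exact test) and without CTR-NT replicate 4 it was 3.85% (p = 0.598). In TSA-NT it was 7.01% without TSA-NT replicate 2 and 8.14% without TSA-NT replicate 3, and 9.36% to 14.4% with another replicate left out. A left-out replicate ended the call of LOC786530 in CTR-NT without CTR-NT replicate 2 or 4 (adjusted p = 0.0578 to 0.0607), LOC531650 in CTR-NT without CTR-NT replicate 1, 2 or 3 (adjusted p = 0.0550 to 0.0742), LOC531650 in TSA-NT without TSA-NT replicate 1 or 2 (adjusted p = 0.0777 to 0.0919) and OFD1 in TSA-NT without TSA-NT replicate 3 or 4 (adjusted p = 0.0530 to 0.0561). No call held in separate fits of the comparisons for LOC531650 in CTR-NT (adjusted p = 0.0605) or OFD1 in TSA-NT (adjusted p = 0.0735).

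**Figure D1:**
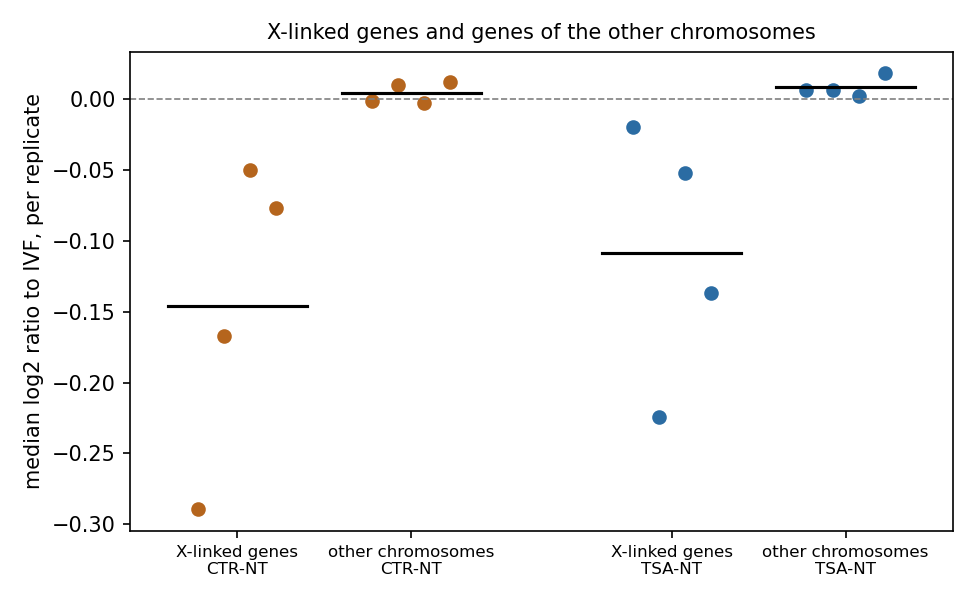
Median log2 ratio (NT to IVF) of X-linked genes and of genes on the other chromosomes, for each replicate of CTR-NT and TSA-NT, with the mean. The medians of X-linked genes lie below 0 in all replicates of both groups.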

A bias in the distribution of downregulated genes was observed with as many as 15 % of the transcripts in both SCNT groups from genes located on chromosome X (CTR-NT: 147/994, TSA-NT: 136/906) (Fig. 2c).

**Fig. 2:**
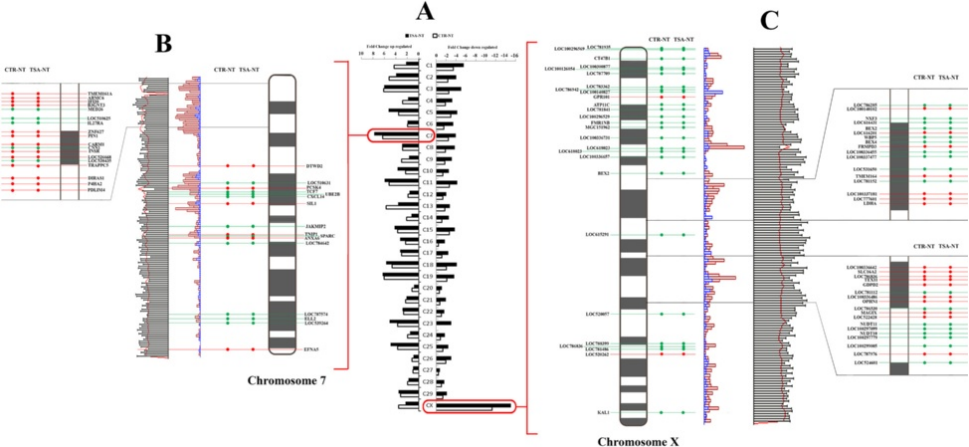
Temporal and spatial map views of DEGs in CTR-NT and TSA-NT blastocysts. **a** Chromosomal distribution of differentially expressed genes in CTR-NT (open bars) and TSA-NT (black bars) -derived blastocysts. **b** & **c** Breakdown of DEGs on chromosome 7 (**b**) and X (**c**) based on their location maps in Ensembl data base (http://asia.ensembl.org). The red and blue graphs represent the number of protein-coding genes and short non-coding genes in area, respectively. The black line graphs represent the number of repeat sequences and the red graphs represent GC percentages. The red and green circles represent upregulated and downregulated genes, respectively, in CTR-NT and TSA-NT-blastocysts. The magnified panels are to better show the genes located in these chromosomal regions

In order to decipher the location and proportion of genes that could be related to this conflict, the whole transcriptome patterns of both groups were viewed for a direct comparison on the same graph (Fig. 3a). Analysis of microarrays using 5 % FDR and at least 1.5 fold changes (FC) revealed that genes with FC ≤ 1.5 and FC ≤ −1.5 had the greatest and lowest similarities between both groups, respectively; whereas genes with −1.5 ≥ FC ≤1.5 (non DEG transcripts) were the source of greatest variation between the two groups. 

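Probes called lower in either NT group had a Pearson correlation of the log2 ratios of CTR-NT and TSA-NT of 0.72 and a Spearman correlation of 0.45 across 817 probes. Those higher in either group had a Pearson correlation of 0.35 and a Spearman correlation of 0.18 across 690 probes. All 1507 called probes together gave 0.90 and 0.83, and the 42287 probes called in neither gave 0.59 and 0.43. The median distance between the log2 ratios of the NT groups was 0.26 for lower probes, 0.38 for higher probes and 0.085 for probes called in neither. Among named genes, MYL9, a myosin light chain, rose more in CTR-NT (1.41 ± 0.14, SE, n = 4) than in TSA-NT (0.97 ± 0.14), but its difference of -0.44 ± 0.19 did not pass the test (adjusted p = 0.517). Over all probes the correlation was 0.70, where simulations with no change and IVF RNA shared by the comparisons gave 0.50 (covariance 0.0423, simulated 0.00714). The simulated 0.50 follows from the setting, in which all IVF RNA was shared and had the same spread as NT RNA. It does not measure what these arrays share. These correlations run across probes, which are not independent replicates, and called probes were chosen on the same ratios.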

Figure 3b and c represent the overall top DEGs similarly upregulated and downregulated in CTR-NT and TSA-NT blastocysts, respectively.

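CALB1, a calcium-binding protein, had the largest rise among these genes in CTR-NT (log2 ratio 2.06 ± 0.33, SE, n = 4) and in TSA-NT (1.95 ± 0.33). Of its other probes, 1 was called in TSA-NT and none in CTR-NT. PCSK4, a protease that cleaves precursor proteins, rose by 1.25 ± 0.10 and 1.13 ± 0.10, and LTBR, the receptor of lymphotoxin beta, by 1.23 ± 0.17 and 1.27 ± 0.17 at the brighter of its probes alone. AADAT, an enzyme of lysine breakdown, rose by 1.26 ± 0.10 and 1.52 ± 0.10 at its brightest probe, while its other probes did not pass the test. On the lower side, DDX4, an RNA helicase of germ cells, fell in CTR-NT (-1.99 ± 0.14) and in TSA-NT (-2.15 ± 0.14). The protamine PRM1, of sperm chromatin, had -2.19 ± 0.20 and -1.81 ± 0.20, both called. IRF8, a transcription factor of immune cells, fell as well (-1.93 ± 0.18 and -1.53 ± 0.18). Among uncharacterized genes, LOC781486 fell in both (-1.86 ± 0.25 and -2.10 ± 0.25). For LOC618023, the ratio was -3.65 ± 0.94 in CTR-NT (adjusted p = 0.0841) and -4.68 ± 0.94 in TSA-NT at its brightest probe, and its other probe fell in both, to log2 ratios of -4.07 and -4.59. RPRD2 had -0.38 and -0.14 at its brightest probe (adjusted p = 0.139 and 0.558), whereas another of its probes rose in CTR-NT (1.50 ± 0.30). In a wider list of 81 measured genes that the study names, 10 were higher and 13 lower in CTR-NT and 15 higher and 17 lower in TSA-NT. Adjusted over the list alone, these were 19 and 26 in CTR-NT and 20 and 26 in TSA-NT, and since the study chose them on these samples the counts are not independent evidence. With 3 replicates in a group, the test was no longer passed by CALB1 in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0613 to 0.0984), CALB1 in TSA-NT without TSA-NT replicate 1 (adjusted p = 0.0592), LTBR in CTR-NT without CTR-NT replicate 2 or 4 (adjusted p = 0.0669 to 0.0676), LOC781486 in CTR-NT without CTR-NT replicate 2 or 4 (adjusted p = 0.0636 to 0.0669) and LOC618023 in TSA-NT without TSA-NT replicate 1, 2 or 3 (adjusted p = 0.0734 to 0.0977). When each comparison was fitted alone, the call was lost for LTBR in CTR-NT (adjusted p = 0.0501) and CALB1 in TSA-NT (adjusted p = 0.0761).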

**Fig. 3:**
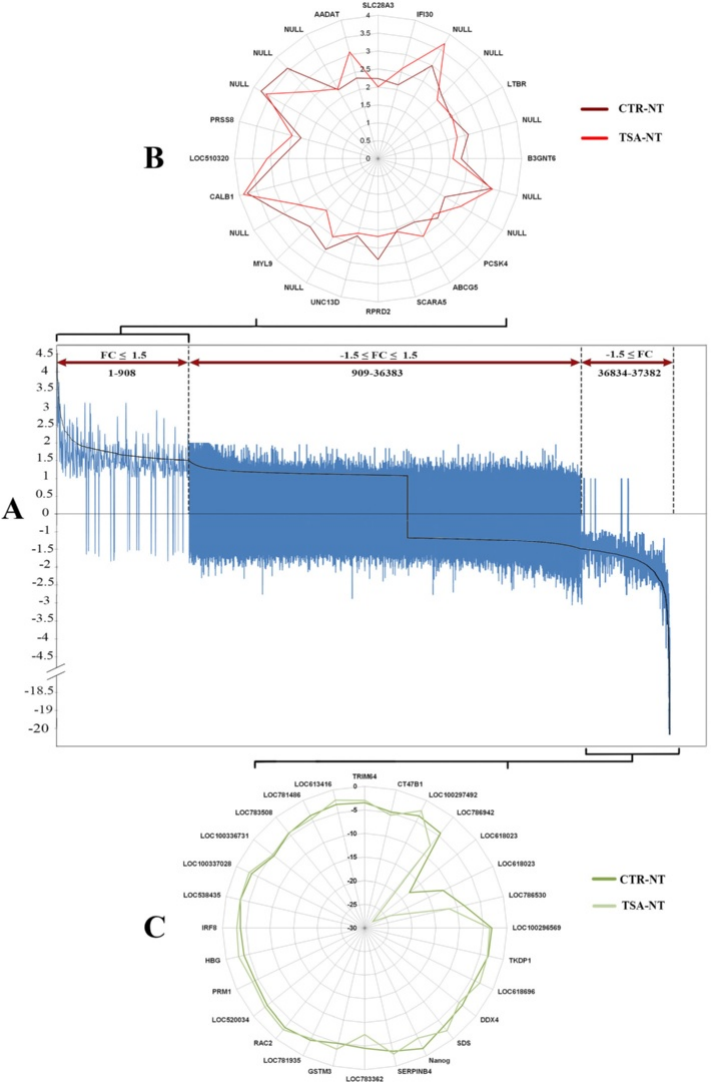
The convergence and divergence between CTR-NT and TSA-NT transcriptomes. **a** Direct comparison between total array results of both SCNT groups. All genes were identified for direct comparison with reference to CTR-NT array. **b** & **c** Overlaps between top DEGs that were upregulated (**b**) and downregulated (**c**) in CTR-NT and TSA-NT blastocysts

Even if the TSA-NT blastocysts were transcriptionally different from the IVF blastocysts, our previous study, using the same platform, revealed a great divergence between the transcriptomes of *in vitro*- and in vivo-derived bovine blastocysts [31]. This led us to determine whether the divergence observed between TSA-NT vs. CTR-NT and IVF could be related to the effect of TSA treatment on the correction of genes commonly deregulated in CTR-NT and IVF embryos. Principal component analysis (PCA) comparison between the transcriptomes of CTR-NT vs. IVF, TSA-NT vs. IVF in the present study with in vivo blastocysts (in Gad et al. [31]) clustered the in vivo blastocysts away from the other groups, indicating a divergence between TSA-NT and in vivo blastocysts at the transcriptome level (Fig. 1c). Among the genes that were considered deregulated in CTR-NT and TSA-NT compared to IVF, 131 and 68 upregulated and 16 and 12 downregulated genes had closer expression levels to in vivo embryos, respectively (data not shown).

### WNT and FGF canonical pathways are similarly affected in CTR-NT and TSA-NT blastocysts

The core pluripotency triad (OCT4, NANOG, and SOX2) was similarly affected in both NT groups: OCT4 was upregulated, NANOG was downregulated, and SOX2 expression was similarly expressed compared to IVF. 

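POU5F1, which encodes OCT4, had a higher level in both NT groups, with log2 ratios of 0.30 ± 0.062 (SE, n = 4, adjusted p = 0.0482) in CTR-NT and 0.57 ± 0.062 (adjusted p = 0.00470) in TSA-NT, both under the fold of 1.5 required for a call. NANOG fell by 4.05 times in TSA-NT (-2.02 ± 0.30, adjusted p = 0.0101). In CTR-NT its log2 ratio was -0.89 ± 0.30 (adjusted p = 0.145), with replicates spread from -1.99 to -0.057. SOX2 had -0.38 ± 0.049 in CTR-NT (adjusted p = 0.0137), also under the fold required, and -0.0056 in TSA-NT (adjusted p = 0.964). These factors hold the pluripotent state of the inner cell mass, and of the 3, limma called 0 in CTR-NT and NANOG alone in TSA-NT. Adjusted over these genes alone, 1 was lower in CTR-NT and 1 in TSA-NT (camera, adjusted p = 0.593 and 0.971).

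**Figure D2:**
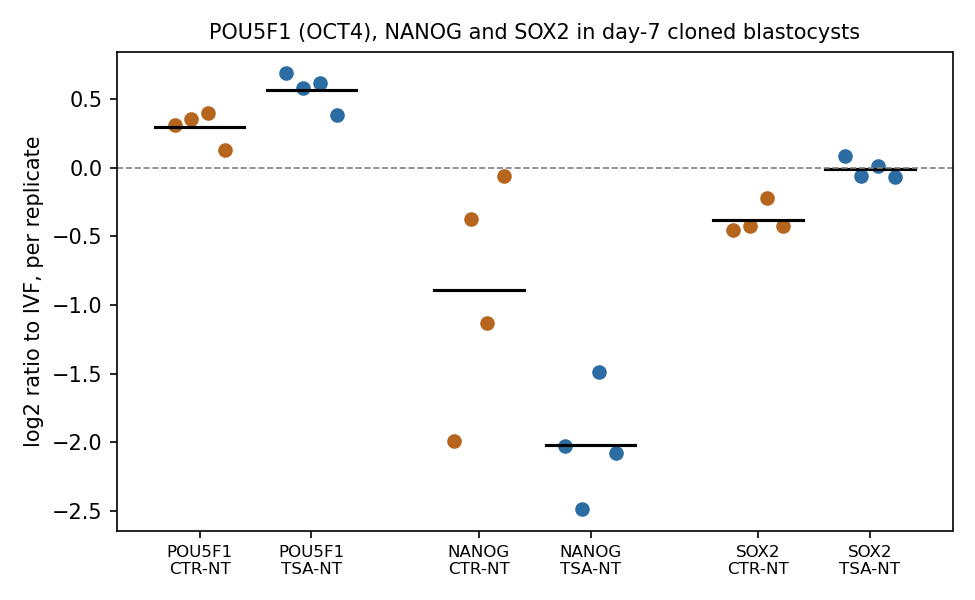
Log2 ratio (NT to IVF) of POU5F1, NANOG and SOX2 in each replicate of CTR-NT and TSA-NT, with the mean. NANOG replicates of TSA-NT lie between -2.48 and -1.49, while those of CTR-NT are more widely spread.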

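NANOG had a lower ratio to IVF in TSA-NT than in CTR-NT by 1.13 on the log2 scale (TSA-NT minus CTR-NT -1.13 ± 0.42, SE, n = 4 per group), which did not pass limma's test (adjusted p = 0.491). POU5F1 differed by 0.27 ± 0.087 (adjusted p = 0.473) and SOX2 by 0.38 ± 0.070 (adjusted p = 0.447). All 4 TSA-NT replicates of SOX2 had higher log2 ratios than all 4 CTR-NT replicates, whereas the replicates of NANOG and POU5F1 overlapped between the groups.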

Treatment with TSA did not change the expression of OCT4 and SOX2 and resulted in further downregulation of NANOG (4-fold compared to the 1.7-fold decrease that was observed in CTR-NT compared to IVF). A reference diagram showing the interactions of five canonical pathways with OCT4, SOX2 and NANOG (http://www.cellsignal.com/) was used to extrapolate the possible pathways that could lead to the observed expression patterns of the genes of the core pluripotency triad (Fig. 4). Examination of genes involved in different canonical pathways revealed that the transcripts for the cytoplasmic mediators of the FGF pathway: PI3K, MEK1/2, were not functionally expressed in the SCNT groups; whereas a few isotypes of the nuclear mediators AKT, ERK1/2, were upregulated. 

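PIK3CA, the catalytic subunit of PI3K, fell in TSA-NT (log2 ratio -0.61 ± 0.093, SE, n = 4) and had -0.43 in CTR-NT (adjusted p = 0.0544). Among the isotypes of AKT, AKT2 was higher in both groups (0.55 ± 0.11 and 0.54 ± 0.11, adjusted p = 0.0438 and 0.0261) and AKT1 lower (-0.24 ± 0.035 and -0.25 ± 0.035, adjusted p = 0.0187 and 0.00977), all under the fold of 1.5 required for a call. MEK1 (MAP2K1) had -0.20 and 0.071, MEK2 (MAP2K2) -0.092 and 0.080, and ERK1 (MAPK3) -0.047 and -0.13, none of them past the test. Of 40 measured genes of the FGF, PI3K and MAPK pathway, 0 were called in CTR-NT and 1 lower in TSA-NT, with the same counts when adjusted over the list alone (camera, adjusted p = 0.831 and 0.971). Dropping a replicate took away the call of PIK3CA in TSA-NT without TSA-NT replicate 1 or 2 (log2 ratio -0.52, log2 ratio -0.58). The call was lost on the slides with NT in Cy3 alone for PIK3CA in TSA-NT (log2 ratio -0.55). With each comparison fitted alone, no call was left of PIK3CA in TSA-NT (adjusted p = 0.0593).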

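CTNNB1, which encodes β-catenin, had log2 ratios of 0.47 ± 0.12 (SE, n = 4, adjusted p = 0.0889) in CTR-NT and 0.23 ± 0.12 (adjusted p = 0.316) in TSA-NT. Among genes of the complex that marks β-catenin for degradation, the kinase CSNK1A1 was lower in CTR-NT (-0.41 ± 0.070, adjusted p = 0.0272) and PPP2CA, the catalytic subunit of PP2A, in TSA-NT (-0.31 ± 0.067, adjusted p = 0.0346), both under the fold of 1.5 required for a call. GSK3A had -0.29 and -0.25, AXIN1 0.11 and 0.21, and APC -0.093 and -0.11 in CTR-NT and TSA-NT, with no adjusted p below 0.05. GSK3B was not measured. Of 53 measured genes of the WNT pathway, limma called 0 in either group, also when adjusted over the list alone (camera, adjusted p = 0.950 and 0.694). At an unadjusted p under 0.05 were 12 genes in CTR-NT and 11 in TSA-NT.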

WNT appeared not functional at upstream regulators and destructive complexes of β-CATENIN: PP2A, AXIN, GSK3, APC, were not in an active state to trigger β-CATENIN cytoplasmic ubiquitination, and correspondingly, β-CATENIN transcripts were apparently free to be shuttled into the nucleus in an upregulated form. 

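TGFBR3, a co-receptor of TGF-β, was higher in CTR-NT (0.44 ± 0.063, SE, n = 4, adjusted p = 0.0171) and had 0.099 in TSA-NT, while BMP1, a protease that matures collagen and releases TGF-β ligands, was higher in TSA-NT (0.50 ± 0.078, adjusted p = 0.0125), each under the fold of 1.5 required for a call. The ligand BMP7 had -0.56 ± 0.24 in CTR-NT and -0.78 ± 0.24 in TSA-NT, below 0 in all replicates but with adjusted p of 0.235 and 0.102. Of 23 measured genes of the TGF-β, activin and nodal pathway and 29 of the BMP pathway, limma called 0 in either group, also when adjusted over the list alone. Unadjusted p values under 0.05 were found for 6 and 3 of the former and 7 and 4 of the latter in CTR-NT and TSA-NT. By camera, the former list had an adjusted p of 0.593 in CTR-NT and 0.525 in TSA-NT, and the latter 0.651 and 0.694.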

TGF-β and BMP were in a repressed state as their upstream and downstream regulators were almost downregulated or not significantly expressed compared to IVF. 

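SMAD2 and SMAD3 carry the TGF-β signal and SMAD4 is their shared partner. In CTR-NT, SMAD2 had a log2 ratio of -0.27 ± 0.097 (SE, n = 4, adjusted p = 0.175) and SMAD3 of -0.37 ± 0.078 (adjusted p = 0.0515, lower in 4 of 4 replicates). In TSA-NT, SMAD2 had -0.20 (adjusted p = 0.265) and SMAD3 0.080 (adjusted p = 0.616). SMAD4 had -0.047 ± 0.11 in CTR-NT and -0.097 ± 0.11 in TSA-NT (adjusted p = 0.839 and 0.671). Between the NT groups, SMAD3 differed by 0.45 ± 0.11 (adjusted p = 0.462 for TSA-NT minus CTR-NT) and SMAD4 by -0.051 ± 0.16 (adjusted p = 0.928).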

Notably, a bias was observed in the expression of SMADs between the NT groups: SMAD2 and 3 were both downregulated in CTR-NT while SMAD4 was downregulated in TSA-NT. 

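In TSA-NT, NOTCH2, a receptor of the pathway, fell (-0.89 ± 0.17, SE, n = 4) and its ligand DLL4 rose (0.92 ± 0.16). In CTR-NT, NOTCH2 had -0.48 (adjusted p = 0.164) and DLL4 0.26 (adjusted p = 0.405), and neither differed between the NT groups by the test of the difference (adjusted p = 0.588 and 0.483). RBPJ, the transcription factor on which Notch acts, had 0.29 ± 0.079 and 0.28 ± 0.079 in CTR-NT and TSA-NT, with adjusted p of 0.0941 and 0.0745. NOTCH3 had no measured probe. Of 21 measured genes of the Notch pathway, 0 were called in CTR-NT, and 1 was higher and 1 lower in TSA-NT, with the same counts adjusted over the list alone (camera, adjusted p = 0.814 and 0.694). The threshold was no longer met by NOTCH2 in TSA-NT without TSA-NT replicate 1, 2 or 4 (adjusted p = 0.0507 to 0.0875) and DLL4 in TSA-NT without TSA-NT replicate 1 or 3 (adjusted p = 0.0703 to 0.0752). If slide was taken as a random block, the call ended for DLL4 in TSA-NT (adjusted p = 0.0557), and it was lost on the slides with NT in Cy5 alone for DLL4 in TSA-NT (log2 ratio 0.49, adjusted p = 0.0693). Fitting each comparison alone ended the call of NOTCH2 in TSA-NT (adjusted p = 0.0556).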

The expression pattern of the NOTCH signaling pathway was similar between the groups with the exception of NOTCH3 which was downregulated in CTR-NT but not in TSA-NT blastocysts.

**Fig. 4:**
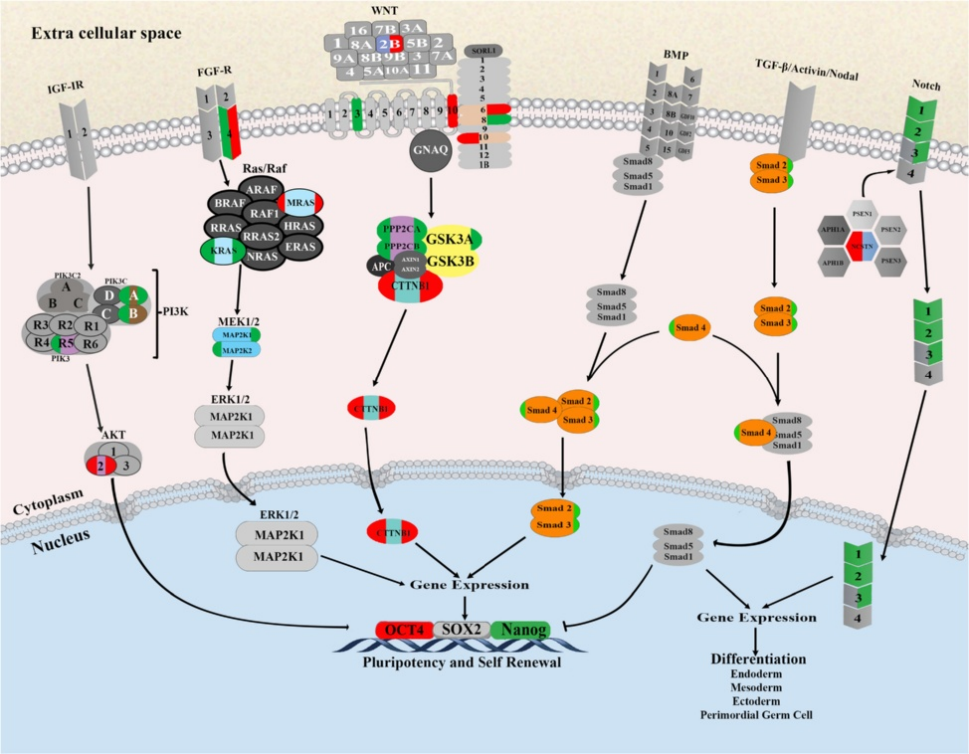
Signaling pathways in CTR-NT and TSA-NT blastocysts. Overview of expression pattern of genes involved in ESC pluripotency and differentiation in the CTR-NT and TSA-NT array results. Each gene can be upregulated, downregulated, or of no-significant expression based on its color in red, green, and gray, respectively. Each gene represents the expression level in both NT groups, the right half of each gene symbol represents expression level in TSA-NT and the left half represents the expression level in CTR-NT embryos

### TSA effects on epigenetic alterations do not recapitulate changes in chromatin remodeling, epigenetic gene expression, and OCT4 and nascent mRNA expression

The heart of cellular reprogramming is epigenetic modifications and it has been suggested that epigenetic modifiers such as TSA have a carryover effect on a wide variety of epigenetic cellular characteristics [26]. To investigate the potential meaning of the alteration of the expression of specific genes or categories of genes, we attempted to determine whether these alterations in gene expression were associated with specific mechanisms or events that occur in somatic cells, reconstituted oocytes and developing embryos.

#### Epigenetic marks

Flow cytometry analysis revealed that the TSA treatment significantly increased H3K9 acetylation (280.4 ± 4.1 vs. 128.2 ± 6.3) but had no measurable effect on DNA-methylation (140.6 ± 1.2 vs. 138.1 ± 3.5) in fibroblasts compared to untreated cells. Epifluorescent microscopy analysis of blastocysts (Fig. 5a-h) detected the highest and lowest levels of DNA-methylation in CTR-NT and IVF embryos (48.5 ± 7.3 and 10.3 ± 6.5, respectively). Although TSA treatment significantly decreased DNA-methylation (36.3 ± 6.9) compared to CTR-NT, this level of DNA-methylation was still significantly higher than in IVF embryos. The mean intensity of H3K9 acetylation in IVF embryos was significantly higher than in both NT groups and that of TSA-NT significantly higher than CTR-NT (65.3 ± 6.5 vs. 55.2 ± 9.3 vs. 40.1 ± 11.6, respectively).

**Fig. 5:**
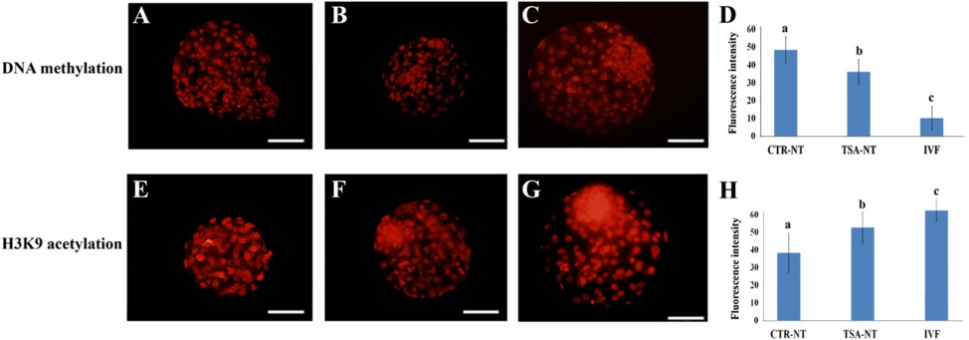
**a**-**h** Immunofluorescence of DNA methylation (**a**-**d**) and H3K9 acetylation (**e**-**h**) in blastocysts developed in CTR-NT, TSA-NT and IVF experiments, respectively. Bars with different letters differ significantly at *P* < 0.05. Scale bar represents 100 μm

Immunofluorescence staining of the reconstituted oocytes showed a marked effect of TSA treatment on the profile of 5mC disappearance and 5hmC generation that is best viewed in Fig. 6 (a1-a’5, b, c1-c’5, d). The peak of 5mC in CTR-NT oocytes was observed immediately following SCNT and a very faint 5hmC was also observed. Subsequently, 5mC gradually disappeared concomitantly with the appearance of 5hmC. The exception was a significant drop of 5hmC at 12 h post-reconstitution (hpr), which corresponds to the time of DNA synthesis [32]. However, TSA-treated fibroblasts contained less than half of the 5mC and approximately 4-fold more of the 5hmC signals compared to what was initially observed in the CTR-NT reconstituted counterparts (30.1 ± 5.4 vs. 72.3 ± 3.1 and 19.3 ± 5.1 vs. 5.1 ± 1.1, respectively). Apart from this initial difference and despite the gradual pattern of 5mC disappearance in TSA-NT oocytes, the 5mC signals that were observed at 24 hpr were very similar between TSA-NT and CTR-NT reconstituted oocytes (14.1 ± 2.4 vs. 11.3 ± 3.6, respectively). The initial higher intensity of 5hmC signals in TSA-NT compared to CTR-NT was also observed at the subsequent stages of assessment.

**Fig. 6:**
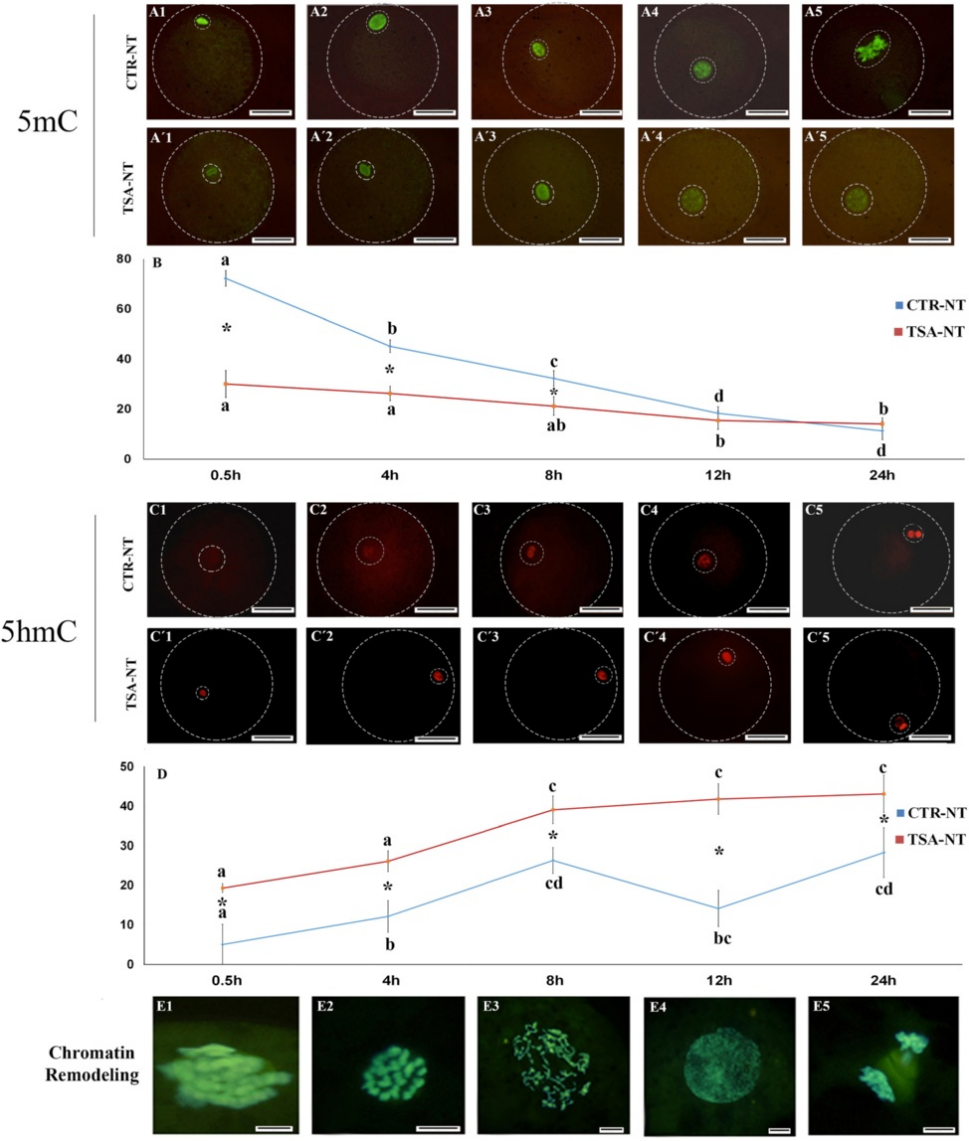
Epigenetic reprogramming and chromatin remodeling in reconstituted oocytes. **a1**-**a’5** Stepwise pattern of 5mC at different intervals (0, 4, 8, 12, 24 hpr) in CTR-NT (**a1**-**a5**) and TSA-NT (**a’1**-**a’5**). **b** Comparison between intensity levels of 5mC at different intervals (0, 4, 8, 12, 24 hpr) in CTR-NT (blue line) and TSA-NT (red line). **c1-c’1** Stepwise pattern of 5hmC at different intervals (0, 4, 8, 12, 24 hpr) in CTR-NT (**c1**-**c5**) and TSA-NT (**c’1**-**c’5**). **d** Comparison between intensity levels of 5hmC at different intervals (0, 4, 8, 12, 24 hpr) in CTR-NT (blue line) and TSA-NT (red line). **e1**-**e5** Stepwise pattern of nuclear remodeling pictured from 0.5 to 24 h post reconstitution. The merged images of microtubule and nuclear immunostaining have been shown. **e1** the very sign of nuclear swelling without spindle formation, **e2** nuclear remodeling without spindle formation, **e3** premature chromosome condensation with developing spindles, **e4** single pronucleus completely developed with an early SCNT zygote,) first mitotic division of the newly developed SCNT zygote. Bars with different letters differ significantly at *P* < 0.05. Scale bar represents 100 μm

#### Chromatin remodeling

The kinetics of nuclear remodeling was quite comparable between CTR-NT and TSA-NT reconstituted oocytes (Fig. 6e1-5). At 2 hpr, the majority of the nuclei were still intact with only minor signs of bipolar spindle formation. At 4 hpr, the overall incidence rates of nuclear remodeling were not different between the groups. Irrespective of TSA treatment, the majority of the reconstituted oocytes had prematurely condensed chromosomes on well-structured bipolar spindles. At 12 hpr, the majority of the reconstituted oocytes had a single pronucleus which condensed into two sets of chromosomes in the newly developing blastomeres at 24 hpr.

#### Nascent mRNA expression

Neither embryo production method nor the TSA treatment affected nascent mRNA production. Moreover, all the embryos had early signs of nascent mRNA production on day 3 when they had at least 16 cells. From the 16-cell stage onward, clear signs of nascent mRNA production were observed in the embryos of both NT groups (Additional file 5: Figure S1a-e’).

Further confirmation of the null effect of TSA on nascent mRNA expression was obtained by using NT embryos reconstituted with fibroblasts carrying the OCT4 promoter-driven enhanced green fluorescent protein (EGFP) (Fig. 7a-c). Irrespective of TSA treatment, EGFP signals, indicative of OCT4 gene activation, were not observed until the embryos reached the morulae stage. All the blastocysts emitted clear EGFP signals (Fig. 7a-c) and the mean intensities of EGFP fluorescence were not significantly different between CTR-NT and TSA-NT blastocysts (25.5 ± 5.6 vs. 22.9 ± 5.2, respectively).

**Fig. 7:**
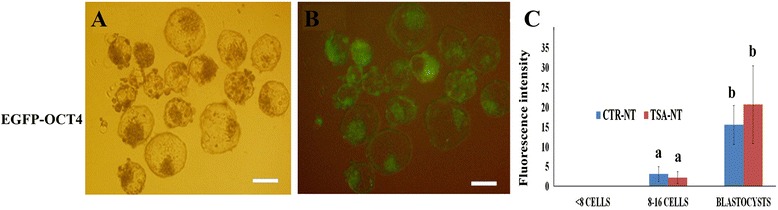
EGFP expression in SCNT embryos harboring EGFP-OCT4 promoter observed under normal light (**a**), and 557 nm excitation of UV filter (**b**). Comparative EGF-Oct4 expression between CRT-NT and TSA-NT embryos at three different stages of in vitro embryo development (**c**). Bars with different letters differ significantly at *P* < 0.05. Scale bar represents 100 μm

#### Epigenetic gene expression

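HELLS, a chromatin remodeler that DNA methylation depends on, fell in TSA-NT (log2 ratio -0.61 ± 0.10, SE, n = 4, adjusted p = 0.0160) and was lower in CTR-NT (-0.51 ± 0.10, adjusted p = 0.0471), there under the fold of 1.5 required for a call. The methyltransferase genes DNMT3A (0.49 ± 0.11 and 0.42 ± 0.11, adjusted p = 0.0657 and 0.0652) and DNMT3B (0.61 ± 0.21 and 0.57 ± 0.21, adjusted p = 0.152 and 0.146) were higher in 4 of 4 replicates of each group without passing the test. A second probe of DNMT3A rose in TSA-NT (0.75 ± 0.18, adjusted p = 0.0435) and had 0.80 in CTR-NT (adjusted p = 0.0580). Of 19 measured genes of DNA methylation and demethylation, 0 were called in CTR-NT and 1 lower in TSA-NT, also adjusted over the list alone (camera, adjusted p = 0.651 and 0.966). In refits on fewer replicates, the call ended for HELLS in TSA-NT without TSA-NT replicate 3 (adjusted p = 0.0571). No call was left on the slides with NT in Cy3 alone for HELLS in TSA-NT (log2 ratio -0.58).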

Examination of genes involved in epigenetic regulation of pluripotency revealed that among genes involved in *de novo* DNA-methylation, DNMT3 A & B were upregulated and HELLS was downregulated in both NT groups compared to IVF embryos. 

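KDM6A, an X-linked histone demethylase, fell in CTR-NT (log2 ratio -0.62 ± 0.10, SE, n = 4) and was lower in TSA-NT as well (-0.46 ± 0.10, adjusted p = 0.0354), there under the fold of 1.5 required for a call. EZH2, the methyltransferase of the Polycomb complex, was lower in CTR-NT (-0.38 ± 0.076, adjusted p = 0.0443) and RING1, another Polycomb gene, higher in TSA-NT (0.52 ± 0.072, adjusted p = 0.00898), each under that fold. JARID2, a cofactor of Polycomb, had 0.31 in CTR-NT and -0.099 in TSA-NT at its brightest probe (adjusted p = 0.342 and 0.796), and another of its probes had -0.35 and -0.45 without passing the test. CDYL had -0.12 and -0.23, and CDYL2 0.24 and 0.31, with adjusted p of 0.641, 0.360, 0.458 and 0.343. Of 42 measured histone methylases and demethylases, 1 was lower in CTR-NT and 0 were called in TSA-NT, also adjusted over the list alone (camera, adjusted p = 0.651 and 0.525). Refitting with a replicate left out ended the call of KDM6A in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0551 to 0.0861). A call was missing on the slides with NT in Cy5 alone for KDM6A in CTR-NT (log2 ratio -0.51). A fit of each comparison alone did not call KDM6A in CTR-NT (adjusted p = 0.0545).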

Among genes involved in safeguarding epigenetic permissiveness of pluripotency, JARID2 was downregulated in both NT groups, CDYL was downregulated in TSA-NT and CDYL2 was upregulated in CTR-NT groups (Fig. 8).

**Fig. 8:**
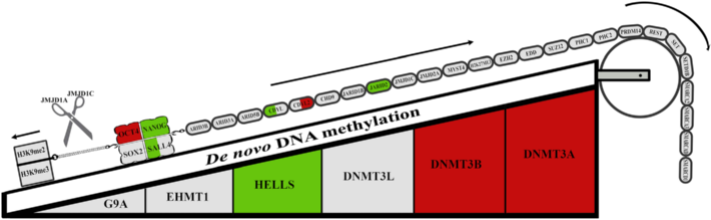
Epigenetic landscape in CTR-NT and TSA-NT blastocysts. Overview of the crosstalk between pluripotency factors and epigenetic modifiers in the CTR-NT and TSA-NT array results. Genes located in the chain are ESC safeguard genes, and genes located in the ramp are differentiating factors. JMJD1C and JMJD1A work through inhibiting the H3K9me2&3 which are also differentiation factors. Each gene represents the expression level in both NT groups, the right half represents expression level in TSA-NT and the left half represents the expression level in CTR-NT embryos

#### Functional classification and pathway analysis

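BID, which links death receptors to mitochondria, rose in TSA-NT (log2 ratio 0.73 ± 0.14, SE, n = 4) and had 0.33 in CTR-NT (adjusted p = 0.228). BAX, which opens the mitochondrial membrane, was lower in TSA-NT (-0.43 ± 0.10, adjusted p = 0.0425) and CYCS, cytochrome c, in CTR-NT (-0.23 ± 0.043, adjusted p = 0.0362), both under the fold of 1.5 required for a call. Of 26 measured genes of apoptosis, 1 was lower in CTR-NT and 1 higher in TSA-NT. Adjusted over the list alone, 1 was lower in CTR-NT, and 1 was higher and 2 lower in TSA-NT. The list had an adjusted p of 0.651 in CTR-NT and 0.630 in TSA-NT by camera. When replicates were left out in turn, the call was lost for BID in TSA-NT without TSA-NT replicate 1 or 3 (adjusted p = 0.0621 to 0.0763). With slide as a random block, the call was lost for BID in TSA-NT (adjusted p = 0.0533). Fitted by comparison, the arrays gave no call of BID in TSA-NT (adjusted p = 0.0736).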

Ontological classification of differentially downregulated genes using IPA generated several biological processes including cell death and survival, cell-to-cell signaling and interaction, cancer, as well as embryo development as the most significant functions similarly affected in CTR-NT and TSA-NT blastocysts (Additional file 6: Table S5 and Additional file 7: Table S6). However, biological processes emerging from differentially upregulated genes were different between CTR-NT and TSA-NT groups. 

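TRAPPC5, a subunit of a complex that tethers transport vesicles, rose in TSA-NT (log2 ratio 1.48 ± 0.19, SE, n = 4) and had 0.51 ± 0.19 in CTR-NT (adjusted p = 0.182). DHODH, an enzyme of pyrimidine synthesis in mitochondria, rose in TSA-NT (1.37 ± 0.27) and had 0.35 ± 0.27 in CTR-NT (adjusted p = 0.492). Tested directly, TSA-NT minus CTR-NT was 0.97 ± 0.27 for TRAPPC5 (adjusted p = 0.473) and 1.02 ± 0.39 for DHODH (adjusted p = 0.495), so the difference between the NT groups was not shown for either gene. Of the higher probes, 61 were called in CTR-NT but not in TSA-NT and 513 in TSA-NT but not in CTR-NT, most of them with a ratio of the same sign in the other group. A left-out replicate ended the call of DHODH in TSA-NT without TSA-NT replicate 1 or 3 (adjusted p = 0.0925 to 0.100). Taking slide as a random block ended the call for DHODH in TSA-NT (adjusted p = 0.0794), and it was lost on the slides with NT in Cy5 alone for DHODH in TSA-NT (log2 ratio 0.71, adjusted p = 0.109).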

Cellular assembly and organization were the biological functions most significantly affected in CTR-NT blastocysts with upregulation of the highest number of genes. 

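GSN, which encodes gelsolin, an actin-severing protein, rose in CTR-NT (log2 ratio 0.66 ± 0.12, SE, n = 4, adjusted p = 0.0362) and in TSA-NT (0.94 ± 0.12, adjusted p = 0.00822). TUBB3, a tubulin, had 0.15 in CTR-NT (adjusted p = 0.364) and rose in TSA-NT (0.74 ± 0.086). BCAS4 rose in both groups at its brightest probe (1.21 ± 0.18 and 0.83 ± 0.18), and its other probes were not called. CALD1, an actin-binding protein, had 0.40 and 0.45 without passing the test. With 3 replicates in a group, the test was no longer passed by GSN in CTR-NT without CTR-NT replicate 2, 3 or 4 or TSA-NT replicate 1, 3 or 4 (adjusted p = 0.0504 to 0.136), BCAS4 in CTR-NT without CTR-NT replicate 1, 2 or 4 (adjusted p = 0.0673 to 0.0825) and BCAS4 in TSA-NT without CTR-NT replicate 2 or 4 or TSA-NT replicate 2, 3 or 4 (adjusted p = 0.0539 to 0.117). A random block for slide took the call away for GSN in CTR-NT (adjusted p = 0.0725) and BCAS4 in TSA-NT (adjusted p = 0.0750), and it was lost on the slides with NT in Cy3 alone for GSN in CTR-NT (log2 ratio 0.54). Separate fits of the comparisons ended the call of GSN in CTR-NT (adjusted p = 0.0546) and BCAS4 in TSA-NT (adjusted p = 0.103).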

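ALDOA, an enzyme of glycolysis, rose in TSA-NT (log2 ratio 1.00 ± 0.17, SE, n = 4). Other glycolytic genes were above 0 there without passing the test, such as ENO1 (0.81 ± 0.29), the glucose transporter SLC2A1 (0.48 ± 0.14) and the hexokinase HK2 (0.44 ± 0.13), and of 16 measured glycolysis genes 1 was higher, also adjusted over the list alone (camera, adjusted p = 0.0967). A few genes of cell division fell, the cyclins CCNA2 (-0.72 ± 0.13, at the brighter of its probes) and CCNE1 (-0.63 ± 0.095) and the replication factor MCM4 (-0.61 ± 0.11). RB1, which restrains entry into S phase, was higher (0.56 ± 0.086, adjusted p = 0.0118), under the fold of 1.5 required for a call. Of 44 measured genes of the mitotic cell cycle, 0 were higher and 3 lower in TSA-NT and 1 higher and 0 lower in CTR-NT, also adjusted over the list alone (camera, adjusted p = 0.694 and 0.651). Dropping a replicate took away the call of ALDOA in TSA-NT without TSA-NT replicate 1, 2 or 3 (adjusted p = 0.0538 to 0.0671), CCNA2 in TSA-NT without TSA-NT replicate 1, 2 or 3 (adjusted p = 0.0625 to 0.0703), CCNE1 in TSA-NT without TSA-NT replicate 1 (adjusted p = 0.0510) and MCM4 in TSA-NT without TSA-NT replicate 1 or 3 (adjusted p = 0.0508, log2 ratio -0.46). Slide as a random block ended the call for ALDOA in TSA-NT (adjusted p = 0.0506), and it was lost on the slides with NT in Cy3 alone for CCNA2 in TSA-NT (log2 ratio -0.57) and CCNE1 in TSA-NT (log2 ratio -0.58). No call held in separate fits of the comparisons for ALDOA, CCNA2 and MCM4 in TSA-NT (adjusted p = 0.0505 to 0.0854).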

For TSA-NT-derived blastocysts, cell growth and proliferation, carbohydrate metabolism and molecular transport were the biological functions most significantly affected with upregulation of the highest number of genes.

IPA clustered different top canonical pathways for each group with ratios ranging from 3 to 22 % (proportion of DEGs to the total number of genes involved in each pathway) at *P*-value < 0.05. Aryl hydrocarbon receptor signaling and glutathione-mediated detoxification in CTR-NT, and EIF2 signaling and mitochondrial dysfunction in TSA-NT were the most dominant canonical pathways revealed.

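In CTR-NT, the antioxidant genes SOD1 (log2 ratio -0.93 ± 0.12, SE, n = 4) and GSTO1 (-1.40 ± 0.26) fell, as they did in TSA-NT (-0.81 ± 0.12 and -1.11 ± 0.26), while GPX1, which removes peroxides with glutathione, rose in TSA-NT (1.19 ± 0.17). A dimmer probe of GSTO1 was not called. AHR, the aryl hydrocarbon receptor, had 0.0021 in CTR-NT (adjusted p = 0.992). Of 44 measured genes of glutathione and xenobiotic metabolism, 3 were lower in CTR-NT, and 2 were higher and 3 lower in TSA-NT. Adjusted over the list alone, these were 3 higher and 5 lower in CTR-NT and 3 higher and 3 lower in TSA-NT (camera, adjusted p = 0.811 and 0.937). Genes of oxidative phosphorylation were shifted upward in TSA-NT, with 6 of 72 higher, among them NDUFB7 (1.10 ± 0.15), NDUFS8 (0.93 ± 0.12, at its brighter probe) and UQCRQ (0.78 ± 0.095) of the respiratory chain, and 1 lower, ATP5G3 of the ATP synthase (-1.20 ± 0.19, and -1.07 ± 0.19 in CTR-NT). The list had an adjusted p of 0.0272 by camera in TSA-NT (7 higher and 1 lower adjusted over the list alone), which became an adjusted p = 0.916 with an estimated correlation, 0.370 with fry, 0.335 without TSA-NT replicate 1 and 0.611 without TSA-NT replicate 2. In CTR-NT, 1 of its genes was lower and none higher, also adjusted over the list alone (adjusted p = 0.825). The threshold was no longer met by SOD1 in CTR-NT without CTR-NT replicate 2 or 4 (adjusted p = 0.0602 to 0.0636), GSTO1 in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 or TSA-NT replicate 3 (adjusted p = 0.0548 to 0.127), GSTO1 in TSA-NT without CTR-NT replicate 2, 3 or 4 or TSA-NT replicate 2, 3 or 4 (adjusted p = 0.0595 to 0.137) and ATP5G3 in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0775 to 0.0967). When slide was a random block, the call was lost for GSTO1 in TSA-NT (adjusted p = 0.0909). When each comparison was fitted alone, the call was lost for GSTO1, GPX1, NDUFB7 and ATP5G3 in TSA-NT (adjusted p = 0.0542 to 0.112).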

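Among 40 measured translation initiation factors, 2 were lower in TSA-NT, EIF4H with -0.65 ± 0.13 (SE, n = 4), and 0 were called in CTR-NT, also adjusted over the list alone (camera, adjusted p = 0.440 and 0.745). Of 62 measured genes of cytosolic ribosomal proteins, 3 were lower in TSA-NT, with RPS19 at -0.77 ± 0.13 and RPS9 at -0.59 ± 0.10, or 4 adjusted over the list alone. The list as a whole was not shifted there (camera, adjusted p = 0.762). In CTR-NT no ribosomal protein gene was called, also adjusted over the list alone, but the list as a whole was shifted downward, with a median log2 ratio of -0.048 (camera, adjusted p = 0.00827). The shift in CTR-NT became an adjusted p = 0.816 with an estimated correlation, 0.362 with fry and 0.227 without CTR-NT replicate 4. Dimmer probes of EIF4H and RPS9 were not called. In refits on fewer replicates, the call ended for EIF4H in TSA-NT without TSA-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0530 to 0.100), RPS19 in TSA-NT without TSA-NT replicate 1 or 3 (adjusted p = 0.0573 to 0.0664) and RPS9 in TSA-NT without TSA-NT replicate 1, 3 or 4 (adjusted p = 0.0641 to 0.0646, log2 ratio -0.51). The call did not hold with slide as a random block for EIF4H in TSA-NT (adjusted p = 0.0502), and it was lost on the slides with NT in Cy5 alone for RPS9 in TSA-NT (log2 ratio -0.53). With each comparison fitted alone, no call was left of RPS19 and RPS9 in TSA-NT (adjusted p = 0.0587 to 0.0596).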

The IPA was also queried for the identification of the gene regulatory networks (GRNs) between genes that were either commonly or predominantly expressed in both NT groups (Fig. 9). The MYC-associated regulatory pathway was the dominant pathway that emerged from the genes upregulated in both groups with upregulation of genes involved in epigenetic regulation of pluripotency (DNMT3 A & B, CARM1) and TE lineage (GATA4) [13]. 

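GATA4, a transcription factor of endoderm and heart, rose in TSA-NT (log2 ratio 0.96 ± 0.21, SE, n = 4, adjusted p = 0.0327) and had 0.67 ± 0.21 in CTR-NT (adjusted p = 0.126), above 0 in 4 of 4 replicates of each. CARM1, an arginine methyltransferase that acts on histones, had 0.72 ± 0.20 in CTR-NT and 0.63 ± 0.20 in TSA-NT (adjusted p = 0.0992 and 0.105), also above 0 in 4 of 4 replicates of each. Refitting with a replicate left out ended the call of GATA4 in TSA-NT without CTR-NT replicate 4 or TSA-NT replicate 1, 3 or 4 (adjusted p = 0.0558 to 0.123). If slide was taken as a random block, the call ended for GATA4 in TSA-NT (adjusted p = 0.138), and it was lost on the slides with NT in Cy5 alone for GATA4 in TSA-NT (log2 ratio 0.33, adjusted p = 0.311). Fitting each comparison alone ended the call of GATA4 in TSA-NT (adjusted p = 0.0652), as did median centring (adjusted p = 0.0522).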

Pluripotency and cell survival pathways were the most stringent pathways that emerged from the genes upregulated in both groups. The central molecules in this pathway were NANOG and CASP8 which act as gate keepers of pluripotency and apoptosis. 

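CASP8, which starts apoptosis downstream of death receptors, fell in CTR-NT (log2 ratio -1.35 ± 0.26, SE, n = 4, adjusted p = 0.0406) and had -0.95 ± 0.26 in TSA-NT (adjusted p = 0.0697). Its signal lay above background on 8 of 8 IVF channels of the CTR-NT slides but on 0 of 8 CTR-NT arrays, and with the CTR-NT signal set at the background it was at least 2.39-fold lower than in IVF. NANOG was below IVF in 4 of 4 replicates of each NT group, and only in TSA-NT did it pass the test. When replicates were left out in turn, the call was lost for CASP8 in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 or TSA-NT replicate 1 or 4 (adjusted p = 0.0637 to 0.119). With slide as a random block, the call was lost for CASP8 in CTR-NT (adjusted p = 0.0851). It also ended with plain background subtraction (adjusted p = 0.0713) and with no background correction (adjusted p = 0.0760). A fit of each comparison alone did not call CASP8 in CTR-NT (adjusted p = 0.0635).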

Among the genes upregulated in CTR-NT vs. IVF, the amyloid precursor protein-associated (APP) pathway emerged with direct relation to TET3, E2F1, ARID3A and FRD1. 

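E2F1, a transcription factor that drives entry into S phase, rose in CTR-NT (log2 ratio 0.75 ± 0.098, SE, n = 4, adjusted p = 0.0140) and was higher in TSA-NT (0.51 ± 0.098, adjusted p = 0.0233), there under the fold of 1.5 required for a call. TET3, an enzyme that oxidizes methylated cytosine, was higher in CTR-NT (0.56 ± 0.11, adjusted p = 0.0457), also under that fold, and had -0.0042 in TSA-NT. APP, the amyloid precursor protein, had 0.73 ± 0.17 in CTR-NT (adjusted p = 0.0684) and 0.40 ± 0.17 in TSA-NT, and ARID3A, a DNA-binding protein, 0.79 ± 0.28 (adjusted p = 0.168) and 0.087 ± 0.28. Both were above 0 in 4 of 4 CTR-NT replicates. The difference between the NT groups was -0.56 ± 0.16 for TET3 (adjusted p = 0.473). A left-out replicate ended the call of E2F1 in CTR-NT without CTR-NT replicate 2 or 4 (adjusted p = 0.0592 to 0.0603).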

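PRKAB1, a regulatory subunit of the energy sensor AMPK, rose in TSA-NT (log2 ratio 0.85 ± 0.062, SE, n = 4, adjusted p = 0.00161), and so did GEMIN4, which takes part in the assembly of spliceosomal particles (0.79 ± 0.11, adjusted p = 0.00987). ARRB2, an arrestin of receptor signaling (1.01 ± 0.19), and SNRPN, an imprinted gene (0.69 ± 0.12), rose there too, the latter at its brightest probe only. GADD45G, a stress response gene, had 0.75 ± 0.25 (adjusted p = 0.113). In CTR-NT, the log2 ratios were 0.37 for PRKAB1 (adjusted p = 0.0267, under the fold of 1.5 required for a call), 0.065 for GEMIN4, 0.31 for ARRB2, 0.29 for SNRPN and 0.52 for GADD45G. None of these 5 genes differed between the NT groups by the test of the difference, with the smallest adjusted p at 0.447 for PRKAB1 (0.48 ± 0.088) and GEMIN4 (0.72 ± 0.16). With 3 replicates in a group, the test was no longer passed by ARRB2 in TSA-NT without TSA-NT replicate 1 or 3 (adjusted p = 0.0782 to 0.0851) and SNRPN in TSA-NT without TSA-NT replicate 1 or 2 (adjusted p = 0.0510 to 0.0598). Taking slide as a random block ended the call for ARRB2 in TSA-NT (adjusted p = 0.0760) and SNRPN in TSA-NT (adjusted p = 0.0612), and it was lost on the slides with NT in Cy5 alone for ARRB2 in TSA-NT (log2 ratio 0.49, adjusted p = 0.148). Fitted by comparison, the arrays gave no call of ARRB2 and SNRPN in TSA-NT (adjusted p = 0.0513 to 0.0692).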

Several GRN nodes emerged from genes upregulated in the TSA-NT group and this culminated in the upregulation of a number of developmentally important genes including SNRPN, PRKAB1, ARRB2, GADD45G, and GEMIN4. 

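STAT2, a transcription factor of the interferon response, fell in CTR-NT (log2 ratio -0.68 ± 0.11, SE, n = 4, adjusted p = 0.0229) and in TSA-NT (-0.60 ± 0.11). FOXC2, a transcription factor of the mesoderm, had -0.73 ± 0.22 in CTR-NT (adjusted p = 0.121), and HSPB1, a small heat shock protein, -0.75 ± 0.21 (adjusted p = 0.0981), both below 0 in 4 of 4 replicates. KDM5B, a histone demethylase, had 0.13 in CTR-NT at its brightest probe (adjusted p = 0.609), and another of its probes was lower (-0.54 ± 0.073, adjusted p = 0.0152), under the fold of 1.5 required for a call. NOTCH1 had 0.087 at its brightest probe (adjusted p = 0.470) and -0.83 at another (adjusted p = 0.0937). Dropping a replicate took away the call of STAT2 in CTR-NT without CTR-NT replicate 1, 3 or 4 (adjusted p = 0.0779 to 0.0985) and STAT2 in TSA-NT without TSA-NT replicate 1, 2 or 3 (adjusted p = 0.0613 to 0.0737). The call was lost on the slides with NT in Cy5 alone for STAT2 in TSA-NT (log2 ratio -0.44). Separate fits of the comparisons ended the call of STAT2 in CTR-NT (adjusted p = 0.0619).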

In the same way, several GRN nodes including KDM5B, STAT2, NOTCH1, FOXC2, and HSPB1 were observed within genes upregulated in CTR-NT. Finally, VIM and YWHAG, KIT, HDAC8 were central molecules of the pathways that emerged from genes downregulated in TSA-NT blastocysts.

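In TSA-NT, YWHAG, an adaptor protein that binds phosphorylated partners, fell (-0.69 ± 0.11, SE, n = 4, adjusted p = 0.0121), as did KIT, the receptor of stem cell factor, at its brightest probe (-0.73 ± 0.16, adjusted p = 0.0350). HDAC8, an X-linked histone deacetylase, had -0.58 ± 0.20 (adjusted p = 0.127), and VIM, an intermediate filament of mesenchymal cells, -0.75 ± 0.52 (adjusted p = 0.452). The CTR-NT log2 ratios were -0.28 for YWHAG, 0.035 for KIT, -0.083 for HDAC8 and -0.21 for VIM, none past the test. For KIT, the difference between TSA-NT and CTR-NT was -0.77 ± 0.23 (adjusted p = 0.473). The threshold was no longer met by YWHAG in TSA-NT without TSA-NT replicate 1 or 4 (adjusted p = 0.0543, log2 ratio -0.58) and KIT in TSA-NT without CTR-NT replicate 2 or 3 or TSA-NT replicate 1, 3 or 4 (adjusted p = 0.0574 to 0.123). A random block for slide took the call away for KIT in TSA-NT (adjusted p = 0.0964). No call held in separate fits of the comparisons for YWHAG and KIT in TSA-NT (adjusted p = 0.0543 to 0.0642).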

**Fig. 9:**
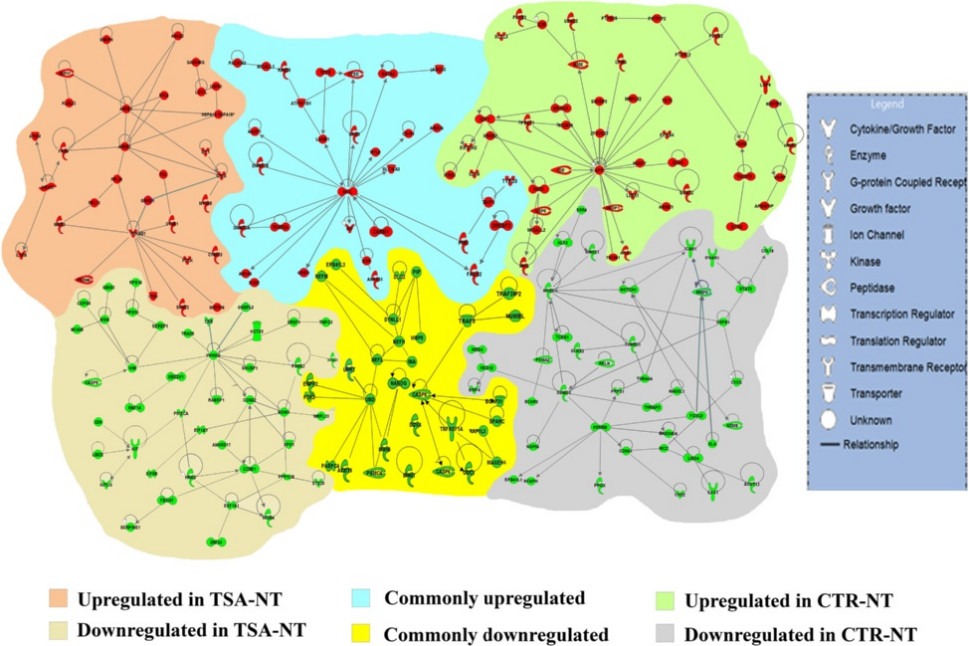
Gene regulatory networks in CTR-NT and TSA-NT blastocysts. Gene regulatory networks representing genes predominantly or commonly up/down -regulated in CTR-NT and TSA-NT -derived blastocysts

### Identification of TSA effects on fibroblast gene expression

To identify the effects of TSA on fibroblast gene expression, microarray data were queried to select a subset of non-DEG transcripts that were oppositely expressed between CTR-NT and TSA-NT blastocysts. The selected subset of genes included CXXC5, LAMA1, STEAP2, UBD, SAP30L, MT1A, RAB9A, HIST2H2B, SFN, ARPC1B, SOR1, ARHGEF6, LIX1L, PPP1R5B, and OXCT1. 

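UBD, a ubiquitin-like modifier, was the 1 gene of this subset that was called, with a fall in TSA-NT (log2 ratio -1.00 ± 0.21, SE, n = 4) beside -0.77 in CTR-NT (adjusted p = 0.0971). Its dimmer probe was not called. SAP30L, of a histone deacetylase complex, had -0.46 in CTR-NT and 0.27 in TSA-NT, MT1A, a metallothionein, -0.35 and 0.25, and RAB9A, of vesicle transport, -0.24 and 0.079. LAMA1, a laminin, had -0.0094 and 0.43, CXXC5 -0.0094 and 0.35, ARPC1B, of the actin cytoskeleton, -0.084 and 0.24, and SFN 0.46 and -0.016. Among all 15, the widest difference between the NT groups was 0.73 ± 0.24 for SAP30L (adjusted p = 0.473). Adjusted over the list alone, 0 genes were called in CTR-NT and 1 was lower in TSA-NT (camera, adjusted p = 0.397 and 0.966), and since the study chose the subset on these samples this is not independent evidence. SOR1, PPP1R5B and HIST2H2B were read as SORL1, PPP1R15B and HIST2H2BE. In refits on fewer replicates, the call ended for UBD in TSA-NT without CTR-NT replicate 4 or TSA-NT replicate 2, 3 or 4 (adjusted p = 0.0526 to 0.108). Slide as a random block ended the call for UBD in TSA-NT (adjusted p = 0.0696). When each comparison was fitted alone, the call was lost for UBD in TSA-NT (adjusted p = 0.0654).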

Using qRT-PCR, the transcripts that were differentially expressed between treated and untreated fibroblasts were classified as altered transcripts as described by Whitworth et al. [28]. The fibroblast altered transcripts that had higher normalized expression towards IVF in CTR-NT rather than TSA-NT blastocysts were classified as corrected transcripts (Figs. 10 and 11). The fibroblast altered transcripts that had higher normalized expression towards IVF in TSA-NT rather than CTR-NT blastocysts were classified as flawed (over-compensated or under-compensated) transcripts (Fig. 10). In this respect, we observed that all transcripts, except for UBD, were altered after TSA treatment of fibroblasts (Fig. 11). Of these, alterations in LAMA1, CXXC5, and ARPC1B resulted in subsequent correction of their expression in TSA-NT blastocysts when compared to IVF. However, alterations in ARHGEF6, SAP30L, MT1A, RAB9A and OXCT1 resulted in subsequent over-compensation of these genes compared to IVF. On the other hand, alterations in STEAP2, HIST2H2B, SFN, SOR1, LIX1L, and PPP1R5B resulted in their subsequent under-compensation in TSA-NT blastocysts (Fig. 11).

**Fig. 10:**
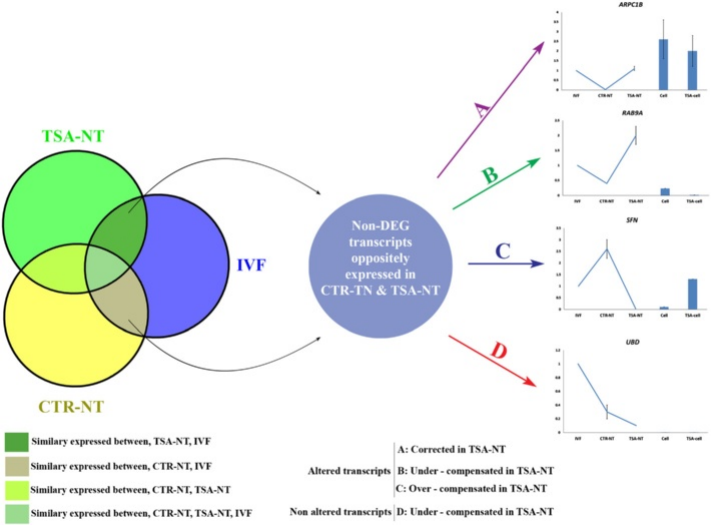
Identification of TSA effects on fibroblast gene expression. Protocol used for identifying effects of TSA on the expression profile of a subset of genes that were oppositely expressed between CTR-NT and TSA-NT blastocysts. The altered transcripts in the fibroblasts that had higher normalized expressions toward IVF in CTR-NT rather than TSA-NT blastocysts were classified as corrected transcripts. The influenced transcripts in the fibroblasts that had higher normalized expressions toward IVF in TSA-NT rather than CTR-NT blastocysts were classified as flawed (over-compensated or under-compensated) transcripts

**Fig. 11:**
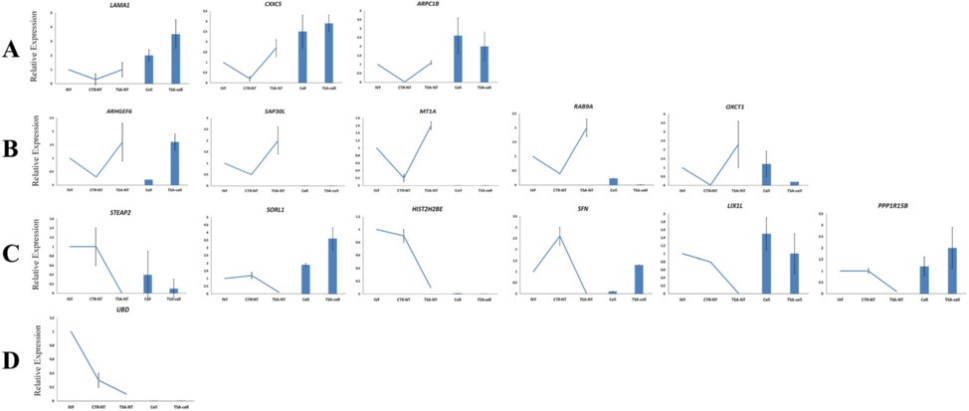
TSA differently affects fibroblast gene expression. Almost transcripts (panels **a**, **b**, and **c**), except for the UBD transcript (panel **d**), were altered after TSA treatment of fibroblasts. Alterations in LAMA1, CXXC5, and ARPC1B resulted in subsequent correction of their expression in TSA-NT blastocyst when compared to IVF. However, alterations in ARHGEF6, SAP30L, MT1A, RAB9A and OXCT1 resulted in subsequent over-compensation of these genes compared to IVF. On the other hand, alterations in STEAP2, HIST2H2B, SFN, SOR1, LIX1L, and PPP1R5B resulted in their subsequent under-compensation in TSA-NT blastocysts

### Microarray validation with qRT-PCR

To validate the microarray results, fourteen genes were selected to include genes that were significantly upregulated (OCT4, CMYC, GATA4), downregulated (XIST, NANOG, GSTM3, CCNB1)) and non-significantly (VEGF, BCL2, SOX2, CDX2, HNF4a, BMPR1B, SMAD1) deregulated according to the microarray results. 

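GSTM3, a glutathione transferase, fell by 5.01 times in CTR-NT (log2 ratio -2.33 ± 0.44, SE, n = 4) and 3.60 times in TSA-NT (-1.85 ± 0.44). CCNB1, the cyclin of mitosis, had -0.31 ± 0.14 and -0.19 ± 0.14 without passing the test (adjusted p = 0.264 and 0.499). The trophoblast factor CDX2 had 0.24 and 0.30, HNF4A, a transcription factor of endoderm, 0.11 and -0.43, the growth factor VEGFA -0.050 and 0.12, BCL2, which blocks apoptosis, -0.11 and -0.070, and the receptor BMPR1B 0.055 and 0.046, with no adjusted p below 0.05. Another probe of HNF4A had 0.014 and 0.11, and another of BMPR1B -0.16 and -0.29, without a call. Of the 14 genes of this table, all measured on the arrays, 0 were higher and 1 lower in CTR-NT and 1 higher and 2 lower in TSA-NT. Adjusted over the list alone, 2 were higher and 2 lower in CTR-NT and 1 was higher and 2 lower in TSA-NT (camera, adjusted p = 0.825 and 0.914), which is not independent evidence, as the study chose them on these samples. Refitting with a replicate left out ended the call of GSTM3 in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 or TSA-NT replicate 1 or 4 (adjusted p = 0.0588 to 0.124) and GSTM3 in TSA-NT without CTR-NT replicate 2, 3 or 4 or TSA-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0630 to 0.110). When slide was a random block, the call was lost for GSTM3 in CTR-NT (adjusted p = 0.0538) and GSTM3 in TSA-NT (adjusted p = 0.102). Plain background subtraction and no background correction ended it in CTR-NT (adjusted p = 0.0524 and 0.0642), and median centring in TSA-NT (adjusted p = 0.0576). With each comparison fitted alone, no call was left of GSTM3 in CTR-NT (adjusted p = 0.0521) or GSTM3 in TSA-NT (adjusted p = 0.110).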

The overall profiles of gene expression obtained by qRT-PCR revealed positive validation of microarray results as the majority (93 %) of the selected genes had expression profiles consistent with those observed with microarray analysis (Additional file 8: Table S7). The only exception was for the expression of SMAD1. 

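SMAD1, which carries the signal of BMP receptors, had log2 ratios of 0.26 ± 0.11 (SE, n = 4) in CTR-NT and 0.25 ± 0.11 in TSA-NT on the arrays, above 0 in 4 of 4 CTR-NT replicates, with adjusted p of 0.230 and 0.242. The difference between the NT groups was -0.014 ± 0.16 (adjusted p = 0.983).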

While similar expression levels of SMAD1 were observed with microarray for both NT groups, qRT-PCR showed significant downregulation of SMAD1 in CTR-NT blastocysts. Overall, these validations allow confident interpretation of the results obtained by array hybridization and statistical/functional analysis.

## Discussion

A key characteristic of oocyte-mediated reprogramming to pluripotency is that the process is very inefficient with only a few viable embryos obtained at the end [5]. Etiologically, most studies point towards an aberrant gene expression following errors in the erasure and/or rebuilding of epigenetic marks that can affect totipotency and proper differentiation and development of embryos (for review see [17]). Therefore, several studies have attempted to modify the epigenetic status of donor cells using variants of HDAC inhibitors either before or soon after SCNT. This study represents a collection of physiological, histological and genomic data of unprecedented completeness to understand the complex phenotype of SCNT bovine embryos.

In our study, treatment with TSA was quite beneficial for the *in vitro* development of SCNT embryos compared to control nuclear transfer (CTR-NT) and also IVF embryos. The effect of TSA treatment on *in vitro* development of SCNT embryos is controversial in different species (for review see Monteiro et al. [33]). The initial (epi)genetic background of donor cells may be involved in the generation of different *in vitro* results. For example, while TSA increased cumulus cell-derived cloned mouse blastocysts by 5-fold, it had no effect on the developmental competence of ESC-derived embryos [24]. Similarly, TSA treatment increased blastocyst development of SCNT bovine embryos produced from fetal fibroblasts but not bone marrow cells [21]. Notably, TSA treatment altered the allocation of cells in blastocysts as proportionally more cells were allocated to the ICM of treated embryos, suggesting that an overriding epigenetic modification of the genome before NT has a carryover effect on cell proliferation and differentiation in preimplantation embryos. Ikeda et al. [34] demonstrated a significant increase in ICM number in bovine embryos treated with TSA during IVF. These data convinced us that TSA treatment may provide better prognosis for in vivo development by preparing better quality embryos.

However, post-implantation developmental competence was equally compromised in both groups irrespective of TSA treatment. The majority of NT pregnancies were lost by the middle of gestation and only a few fetuses survived in either group. These results are substantially supported by the fact that even though hundreds of SCNT embryos were transferred since 1996s, the overall success rate in terms of live birth rate has not changed and remains quite low (1–5 %) [35]. Published in vivo studies on HDACis are both limited and controversial: while TSA was quite beneficial in mice [25], it could not improve full-term development in rabbit [36], pig [20], and cow ([37] and the present study). The different cell lines used as well as species/strain-specific differences may be involved in the generation of different in vivo results. For example, Kishigami et al. [24] observed a significant beneficial effect of TSA on the full-term development of B6D2F1, but not of inbred (C57BL/6, C3H/He, DBA/2, and 129/S) mouse clones. Moreover, while reconstituted pig embryos derived from fetal fibroblasts could support full term development irrespective of TSA treatment, bone marrow cells of adult sows could do so only after TSA treatment [21]. This lends support for the different effects of TSA on *in vitro* and in vivo development depending on the nuclear donor cell type. Due to this important difference between *in vitro* and in vivo results of SCNT with TSA treatment, it became relevant to investigate the fundamental molecular pathways involved in pre-implantation SCNT embryo development.

The overall results of transcriptomic analysis indicated that substantial transcriptome reprogramming occurred at the blastocyst stage which is in agreement with all the previous studies in bovine [4, 6–10]. Notably, TSA treatment could not dramatically change the profile of differentially regulated genes compared to CTR-NT. This lack of effect of TSA could be considered in the light of three facts: i) the epigenetic reprogramming mediated by oocyte reprogramming factors is much more efficient than TSA [16], ii) following epigenetic alteration by TSA, somatic cell nuclei are still refractory to the epigenetic reprogramming [38], and iii) SCNT-specific transcriptional errors are of a non-random nature and are responsive to neither oocyte- nor TSA-mediated reprogramming [39].

Whether specific loci in the genome are preferentially affected during SCNT (reprogramming error hotspots) or the SCNT errors have a stochastic nature is still an elusive controversial question [39, 40]. Consistent deregulation of a defined list of genes would support the hotspot scenario whereas a stochastic model of reprogramming would be suggested when an unpredictable list of genes would emerge from different SCNT runs [40]. Our microarray data revealed consistent and predictable profiles of gene expression between the two SCNT groups irrespective of TSA treatment. Accordingly, almost all downregulated genes and a great portion of upregulated genes in either NT group were similarly expressed in the other NT group. Moreover, as much as 15 % of the genes consistently downregulated in both NT groups were located in chromosome X. This predictability of individual gene expression on a global background of multiple gene expression changes argues for a predominantly non-random, rather than stochastic, nature of reprogramming errors in bovine SCNT embryos which is in agreement with the study of Inoue et al. [39] on mouse SCNT. Similarly, Maruotti et al. [41] observed a clear bias in the distribution of differentially expressed genes between IVF and NT-derived epiblast stem cells in mice with 30 % of DEGs being localized on chromosome 11. However, Somers et al. [40] observed different embryo to embryo expression profiles in bovine SCNT. Although we have used several pools of embryos for each contrast, a defined pattern of differences indicates, at least for our fibroblast line, non-random reprogramming errors. While this manuscript was being prepared for publication, a study appeared by Matoba et al. [42] that identified genomic domains resistant to ZGA in mouse SCNT by using comparative transcriptome analysis. Because these so-called reprogramming resistant regions (RRRs) were enriched for H3K9me3 in somatic nuclei, and since mRNA injection of Kdm4d markedly improved SCNT blastocyst rate from 26.0 to 86.6 %, they introduced H3K9me3 as the critical epigenetic barrier in SCNT-mediated reprogramming in mouse. Importantly, combined treatment with Kdm4d mRNA and TSA improved cloning efficiency compared to alone treatment with TSA, but not Kdm4d. They suggested that TSA and Kdm4d have no synergic effect because their effects are modulated through a similar pathway. This study of Matoba et al. [42] in mouse may support our hypothesis on non-random nature of oocyte-mediated reprogramming errors in bovine. Therefore, a clear understanding of RRRs in different differentiated/differentiating cells and whether RRRs are of a common or specific-specific nature in mammals will provide a promising approach for improving the efficiency of SCNT and induced pluripotent stem cell (iPS) technologies.

The great number of X-linked genes consistently deregulated in either group may highlight the importance of reprogramming difficulties on this chromosome. Among the deregulated genes, IGF2R was upregulated and NAP1L5 and XIST were downregulated in both NT groups compared to IVF. 

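NAP1L5, an imprinted gene, fell in CTR-NT (log2 ratio -0.84 ± 0.10, SE, n = 4) and in TSA-NT (-1.29 ± 0.10) at the brighter of its probes. IGF2R, the imprinted receptor that clears IGF2, had 0.63 ± 0.31 and 0.51 ± 0.31 (adjusted p = 0.281 and 0.379), above 0 in 3 of 4 CTR-NT replicates. XIST, the RNA that coats the inactive X chromosome, had -0.79 ± 0.38 and -0.75 ± 0.38 (adjusted p = 0.275 and 0.292) and was below 0 in 3 of 4 CTR-NT replicates. GATM, an enzyme of creatine synthesis that is counted among imprinted genes, fell in both groups, by 2.76 times in CTR-NT (-1.46 ± 0.21) and 4.01 times in TSA-NT (-2.00 ± 0.21). Of 25 measured imprinted genes, 2 were lower in CTR-NT, and 1, SNRPN, was higher and 2 lower in TSA-NT, also adjusted over the list alone (camera, adjusted p = 0.477 and 0.436). When replicates were left out in turn, the call was lost for NAP1L5 in CTR-NT without CTR-NT replicate 3 or 4 (adjusted p = 0.0513 to 0.0608) and GATM in CTR-NT without CTR-NT replicate 2, 3 or 4 (adjusted p = 0.0542 to 0.0716). Fitting each comparison alone ended the call of GATM in CTR-NT (adjusted p = 0.0528).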

Although both X chromosomes are active in the female zygote, one X chromosome endures a dosage compensation mechanism of transcriptional silencing that proceeds through a complex sequence of events between hatching and implantation in bovine embryos [43, 44]. Reconstituted SCNT embryos, however, receive one active and one inactive X chromosome from the donor cell and hence compromising the natural pattern of imprinting reprogramming [44]. Interestingly, while Eggan et al. [45] reported a normal pattern of X chromosome inactivation (XCI), Xue et al. [46] reported aberrant expression of nine of ten X-linked genes and hypomethylation of XIST in organs of deceased cloned calves. Similarly, siRNA-mediated knockdown of XIST resulted in a drastic (>10-fold) increase in the birth rate of male clones [47]. In a subsequent study the same group showed that although XIST siRNA injection largely suppressed over-expression of XIST in female SCNT embryos, it could not improve survival [48]. It is worth noting that after TSA treatment of female bovine embryos, Olivera et al. [44] observed an 8-fold decrease in the percentage of blastocysts expressing detectable XIST, whereas the expression of G6PD remained unaltered, suggesting specific susceptibility of XIST to *in vitro* culture conditions.

The establishment of ESCs analogous to those derived from human and mice embryos has remained an elusive goal in ungulates [49]. A clear knowledge of the transcriptional regulation of pluripotency genes is fundamental to the understanding of the species-specific characteristics involved and might reveal clues to achieve stable ESCs in ungulates. Analysis of the mouse embryo has revealed that several of the genes that are implicated in the divergence of the ICM are identifiable within the context of five canonical pathways, namely TGF-β/activin-nodal, FGFR, WNT, BMP and Notch (http://www.cellsignal.com/). These gene regulatory networks provide the molecular foundation for the stabilization or destruction of the core pluripotency triad (OCT4, SOX2, and NANOG). Examination of genes involved in different canonical pathways revealed that a typical bovine SCNT blastocyst may possess functional WNT and to some extent FGF signaling pathways, but TGF-β and BMP pathways are not functional. Notably, while TSA had no apparent effect on WNT and FGF signal transduction pathways, it altered the expression of SMADs. Conversely, Denicol et al. [50] demonstrated the expression of sixteen WNT genes and other genes involved in WNT signaling in Day 6 morulae, indicating a functional WNT signaling system. By applying WNT agonists and antagonists, they provided evidence suggesting that the WNT signaling pathway is conversely associated with preimplantation embryonic development in bovine. Despite similarities in the WNT and FGF pathways, CTR-NT and TSA-NT -derived blastocysts differed in the expression patterns of SMADs. While the contributions of SMADs to pluripotency and the downstream events that they may regulate are poorly understood, the observed bias in the expression profile of SMADs may be associated with the differences observed in the level of downregulation of NANOG in TSA-NT- and CTR-NT-derived blastocysts (4- and 1.7-fold, respectively). The homeobox NANOG is among the highly conserved transcription factors implicated in ESC identity, self-renewal and maintenance, in cooperation with OCT4 and SOX2. Therefore, the observed reduction in the expression of NANOG should have important implications in the development of cloned embryos. In contrast, Iager et al. [19] reported increased expression of NANOG in SCNT bovine embryos treated with TSA. The transcription factor C-MYC is central to a module of highly connected binding sites that are related to different epigenetic modifications of the core pluripotency-associated network [51]. C-MYC is expressed in ESC and cancer cells and it was also upregulated in both SCNT groups in this study. However, C-MYC functions seem to be distinct from the pluripotency triad’s functions and it may be more involved in the regulation of protein metabolism [51]. 

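MYC, which encodes the transcription factor C-MYC, had log2 ratios of 0.72 ± 0.16 (SE, n = 4, adjusted p = 0.0545) in CTR-NT and 0.56 ± 0.16 (adjusted p = 0.0703) in TSA-NT. All 4 replicates of each group had a ratio above 0.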

Double inhibition of MAPK2 and GSK3 in bovine blastocysts increased NANOG and SOX2, but not C-MYC [52]. Taken together, the simultaneous expression of both stimulatory and inhibitory pathways may put the pluripotency of SCNT blastocysts in a precarious contradictory state compared to IVF counterparts.

Abnormal placental development has been deemed responsible for the majority of SCNT problems [53–56]. It is believed that dysfunctional placentation in clones is the result of aberrant expression of several key transcription factors that are involved in proliferation (MASH2, ERG, CDX2, TBPG), differentiation (CDX2, ERG, LOC618696, PLET1, POU5F1, HAND1) and function (ERG, ERG, IFN-tau, TKDP1, PAG-9) of trophoblasts [55, 56]. Importantly, expression of some of these transcripts is increasingly enhanced as the bovine trophoblast elongates [55]. In our results, TKDP1, LOC618696 and TBPG were downregulated over 3-fold in SCNT blastocysts of both groups, IFN-tau was downregulated in both groups, and HAND1 was downregulated in the TSA-NT group. 

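TKDP1, a trophoblast protease inhibitor, had log2 ratios of -1.89 ± 0.50 (SE, n = 4, adjusted p = 0.0886) in CTR-NT and -1.72 ± 0.50 (adjusted p = 0.0796) in TSA-NT, and LOC618696 had -2.03 ± 0.52 (adjusted p = 0.0830) and -1.68 ± 0.52 (adjusted p = 0.0980). IFNT, interferon tau, by which the bovine embryo signals its presence, had -0.22 and -0.58, and HAND1, a transcription factor of the trophoblast, -0.32 and -0.20 (adjusted p = 0.235 and 0.444). TBPG, IFNT2 and IFNT3 had no measured probe. Of the 10 measured trophoblast genes that the study names, limma called 0 in either group, and adjusted over the list alone 3 were lower in each (camera, adjusted p = 0.593 and 0.913), which is not independent evidence, as the study chose them on these samples. At an unadjusted p under 0.05 were 5 genes in CTR-NT and 5 in TSA-NT.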

TKDP1 is responsible for trophoblastic Kunitz domain proteins which are is assumed to protect the developing conceptus against potentially damaging proteinases released by maternal cells [57]. Therefore, one may argue that downregulation of these genes may be involved in the early pregnancy losses.

It has been demonstrated that assisted epigenetic modification improves reprogramming efficiency through improvement of nuclear organization and induction of synchrony between the blastomeres for the expression of nascent mRNA [26, 27]. We therefore attempted to follow the dynamics of nuclear remodeling and nascent mRNA expression in association with the epigenetic alterations of the reconstituted oocytes and blastocysts. The most notable finding was that TSA treatment resulted in a very sharp drop in the level of 5mC (by 50 %) immediately after nuclear transfer coinciding with a parallel increase in the level of 5hmC (by 4-fold). Interestingly, the 5mC signal at 24 hpr was comparable to the level observed in early reconstituted oocytes. However, the 5hmC signal remained significantly higher in TSA-NT vs. CTR-NT embryos. Similarly, Antony et al. [58] showed that although induction of jmjd2b in mice ESC substantially decreased total levels of H3K9me3 by 63 %, the level of H3K9me3 was returned to normal within minutes following fusion with an enucleated oocyte. Notably, this transient change in H3K9me3 resulted in a remarkable increase in *in vitro*, but not in vivo, development which is in agreement with our results. The second finding was that the global levels of DNA-methylation and H3K9 acetylation in TSA-NT blastocysts were modified to levels similar to IVF blastocysts and this is in agreement with all the other studies [16–19, 31]. It remains enigmatic how TSA could affect blastocyst formation but not post-implantation health.

These dramatic changes in initial (5mC, and 5hmC) and final (DNA-methylation and H3K9 acetylation) levels of these crucial epigenetic markers did not recapitulate the changes in chromatin remodeling and epigenetic genes expression. Notably, the time-window of nascent OCT4 and nascent mRNA expression was not altered by TSA treatment. In agreement, using GFP-expressing fibroblasts fused to oocytes reconstructed either before (metaphase) or after (telophase) activation, Bordignon et al. [59] could not detect GFP signals until the 8- to 16-cell stage regardless of the cytoplast used, suggesting equivalent functional remodeling of chromatin activity in embryos reconstructed with both types of cytoplasts. In contrast, Bui et al. [26] and VanThuan et al. [27] demonstrated a more effective formation of DNA replication complexes in TSA- and Scriptaid-treated mouse embryos which was evidenced by enhanced levels of newly synthesized RNA and significant reduction in asymmetric expression of nascent RNA. Based on our previous study on TSA treatment of early reconstituted embryos [18], this controversy may not be related to TSA treatment of nuclei donor cells or early reconstituted oocytes but instead may be related to species-specific differences in the timing of zygotic genome activation (ZGA) (2-cell in mice and 8–16-cell in bovine [1]). These differences provide an unwanted variability in the timing of assisted epigenetic modification in relation to the timing of maximum epigenetic alteration and ZGA.

## Conclusions

This is the first comprehensive study on the effects of assisted epigenetic modifications on the transcriptome of bovine SCNT blastocysts studied with a microarray chip which covers the bovine preattachment transcriptome and hence allows the exploration of gene expression in bovine blastocysts obtained in different conditions. The results obtained demonstrated substantial reprogramming of the donor cell nuclei by the blastocyst stage with no overt effect of TSA on the number and identity of differentially regulated genes. Considering the limited number of genes deregulated in SCNT embryos, one may suggest that a simple defect in the expression of a few genes may translate into defective expression of a great number of genes in a ripple effect. This may also suggest a non-random nature of SCNT-specific errors that are not TSA-responsive. This also suggests that the miracle of cloning lies in the great capacity of the ooplasm to reprogram almost any type of differentiated cells; but the problems of cloning are due to unstable genes that escape/resist reprogramming and are not responsive to TSA. Therefore, future studies should focus on these potentially important deregulated genes involved in extra-embryonic tissue modelling to find strategies to correct their expression before the embryos are transferred to recipients.

## Methods

Unless otherwise specified, all chemicals and media were obtained from Sigma-Aldrich (St. Louis, MO, USA) and Gibco (Life Technologies, Rockville, MD, USA), respectively. All animal care and surgical procedures were undertaken in strict accordance with the approval of the Institutional Review Board and Institutional Ethical Committee of Royan Institute (No#94321).

### Experimental design

The objective of this study was to investigate the effects of TSA treatment of donor cells on the transcriptional profile of cloned embryos compared to control SCNT and IVF embryos (hereafter TSA-NT vs. CTR-NT vs. IVF, respectively) and to identify specific genes or categories of genes that could account for specific mechanisms or events that occur in somatic cells, reconstituted oocytes and developing embryos. To meet these objectives, an established fetal fibroblast cell line obtained from an approximately 60-day female fetus, was treated with a previously established concentration and duration of TSA (1.0 μM for 24 h, [60]). At the end of each treatment, treated and untreated (control) cells were used for either SCNT or flow-cytometery assisted analyses of DNA-methylation and histone acetylation. Yield and quality of embryo development was recorded until day 7 when grade 1 & 2 blastocysts were used for microarray analysis, embryo transfer to recipients and differential staining. Further, some of the SCNT and IVF embryos were collected at four intervals post SCNT/IVF (0, 4, 8, 12, 24 h) for immunostaining assessment of epigenetic marks and chromatin remodeling using immunostaining against 5-methylcytosine (5mC), 5-hydroxymethylcytosine (5hmC) and β-tubulin, respectively. Other embryos were also collected for the assessment of nascent mRNA expression using immunostaining against BrUTP. Also, fibroblasts were stably transfected with a construct of EGFP-OCT4 [16] for the detection of the time-window of the expression of genes for pluripotency in TSA-NT and CTR-NT embryos. Finally, qRT-PCR was used to determine the effects of TSA on the expression profile of a subset of genes in fibroblast cells and resulting embryos.

### Embryo production by IVF

For *in vitro* maturation (IVM), cumulus-oocyte complexes (COCs) were obtained by aspirating antral follicles (2–8 mm in diameter) of ovaries obtained from an abattoir. Groups of ten COCs with homogenous cytoplasm and more than three layers of compact cumulus cells were placed in 50-μl drops of maturation medium (MM) under mineral oil and matured for 24 h at 39 °C under an atmosphere of 6 % CO_2_ in air with maximum humidity. The MM was comprised of tissue culture medium 199 (TCM199) supplemented with 2.5 mM Na-pyruvate, 100 IU/ml penicillin, 100 μg/ml streptomycin, 1 mg/ml estradiol-17β, 10 μg/ml FSH, 10 μg/ml LH, 100 ng/ml EGF, 100 ng/ml FGF, 0.1 mM cysteamine, and 10 % fetal calf serum (FCS) at 39 °C, 6 % CO_2_. [61].

For fertilization, commercially available frozen semen straws were thawed (30 s in air and then 1 min in 37 °C water) and the semen was centrifuged (70 g for 5 min) to remove the cryoprotectants. The semen pellet was layered upon a discontinuous PureSperm® gradient (2 ml of 45 % over 2 ml of 90 % prepared in hepes TCM199 (HTCM199)) and motile sperm were collected after centrifugation (1200 g, 20 min) at room temperature (RT). Prepared samples were washed twice in hepes-buffered Tyrode’s albumin lactate pyruvate medium and 2 × 10^5^ sperm were co-incubated with ten COCs in 200 μl fertilization medium for 18–20 h at 39 °C, 6 % CO_2_ and humidified atmosphere. The presumptive zygotes were then denuded of their cumulus cells and washed twice with embryo culture medium. Since the SCNT procedure used in this study was a zona-free procedure, in order to alleviate potential bias in the array comparison of SCNT and IVF blastocysts, the zona pellucida was also removed from IVF zygotes before culture for *in vitro* embryo development [16].

For embryo culture, a continuous modified synthetic oviduct fluid (mSOF) containing 100 ng/ml EGF, 0.5 mM glucose, and 2 μl/ml ITS (insulin, transferrin and selenium) was used. To preclude aggregation of zona-free embryos, 50-μl droplets of mSOF were prepared under embryo-tested mineral oil in 3 cm Grainer® dishes. Next, ten small wells were made by gently pressing a sterile steel rod with a round tip (500 μm diameter) to the bottom of the culture dish and the presumptive zygotes were put in separate wells. The embryo culture dishes were incubated at 39.0 °C with 6 % CO_2_, 5 % O_2_, 90 % N_2_ and maximum humidity for 7 days. The numbers of embryos that cleaved and developed to the blastocyst stage were recorded at day 3 and 7 post-IVF, respectively [16].

### Embryo production by SCNT

For somatic cell culture, a skin biopsy from an approximately 60-day old female fetus was used as the source of bovine fetal fibroblasts as described previously [60]. After thorough washing with phosphate buffer saline (PBS) containing antibiotics and antimycotics, the biopsy was cut into small pieces (2–3 mm^2^), and the explants were cultured in Dulbecco’s modified Eagle’s medium F-12 (DMEM/F-12) containing 10 % FCS and 1 % penicillin-streptomycin at 37 °C in a humidified atmosphere of 5 % CO_2_ until confluence. To confirm the fibroblast phenotype, cells at passage two were immunostained against anti-vimentin (for fibroblasts) and anti-pancytokeratin (for epithelial cells). For TSA treatment, 4 × 10^5^ fibroblasts at passage three were added to 3-cm culture dishes containing DMEM/F-12 plus 10 % FCS supplemented with either 1.0 (treatment) or 0.0 (control) μM of TSA and cultured for 24 h before being trypsinized for SCNT or flowcytometry assessment of epigenetic marks as described elsewhere [60].

For oocyte reconstitution, denuded oocytes were released from their zona pellucida by brief incubation (up to 45 s) in 5 mg/ml pronase dissolved in HTCM199 containing 10 % FCS. Enucleation of the oocytes was performed in PBS free of Ca^2+^ and Mg^2+^ and supplemented with 20 % FCS, 2.5 mM Na-pyruvate, 1 % bovine serum albumin (BSA), 1 % polyvinyl alcohol (PVA) and 1.5 mM glucose. Enucleation was carried out at 100X magnification on a pre-warmed microscope stage (Olympus, IX71) under constant UV-light exposure with the help of blunt perpendicular-break enucleation pipettes (15–20 μm inner diameter). Fibroblast cells were trypsinized immediately before NT, and a low density of cells was prepared in a drop of HTCM199 + 0.5 % FCS containing 10 μg/ml phytohemagglutinin. Five to ten enucleated oocytes were added to the droplet, and each oocyte was gently pushed over a single cell. The oocyte-donor cell couplets were placed between two electrodes (0.5 mm apart), overlaid with a hypo-osmotic fusion medium (0.2 M mannitol, 100 μM MgSO_4_, 50 μM CaCl_2_, 500 μM hepes, and 0.05 % BSA), aligned first manually and then by application of AC current (7 V/cm, 1,000 KHz, for 10 s). Fusion was induced by two successive DC current pulses (1.75 KV/cm, 30 μsec with 100 μsec interval) [16]. Fused couplets were activated within 30 min of electro fusion by incubation in 5 μM calcium-ionophore for 5 min, followed by 4 h exposure to 2 mM 6-dimethylaminopurine dissolved in TCM199 containing 10 % FCS, 0.2 mg/ml PVA, 3 mg/ml BSA [62]. Activated embryos were cultured and evaluated as described for the IVF embryos.

### Quality assessment of blastocysts

For quality assessment of embryo development, blastocysts were graded according to the guidelines of the International Embryo Transfer Society (IETS). Since it has not been established whether these grading criteria are at all meaningful for zona-free embryos or SCNT embryos, we also relied on our own experience [16, 18, 60]. For further assessment of embryo quality, differential staining to detect total (TCN), inner (ICM) and trophectoderm (TE) cell numbers was carried out as described previously [61]. In brief, blastocysts were incubated in 500 μL of 1 % Triton X-100 and 100 μg/mL propidium iodide for up to 30 s depending on the size of the embryos, and then immediately transferred to 500 μl of a solution of 100 % ethanol plus 25 μg/mL H33342 and stored at 4 °C overnight. Fixed and stained embryos were subsequently mounted on glass microscope slides in one drop of glycerol, gently flattened with a coverslip, and visualized for cell counting on a fluorescence microscope (Olympus, BX51) using the 460 nm excitation filter for blue and the 560 nm filter for red. TE cells were visualized as pink and ICM as blue. The TCN of each embryo was calculated by adding the number of ICM and TE.

### RNA isolation, amplification, and microarray hybridization

The whole process of microarray analysis was as described previously [63]. Total RNA from each replicate was extracted and purified using the PicoPure RNA Isolation Kit. After DNase digestion (Qiagen), the quality and concentration of the extracted RNA was determined with a bioanalyzer (Agilent). All extracted samples were of good quality with RNA integrity numbers ≥7.0.

For microarray purposes, purified RNA was *in vitro* transcribed by T7 RNA amplification using the RiboAmp HS^Plus^ RNA Amplification Kit (Life Science) and labeled with Cy3 and Cy5 using the ULS Fluorescent Labeling Kit (Kreatech). Antisense RNA (825 ng per replicate) was then hybridized on the Agilent-manufactured EmbryoGENE® slides [30] in a two-color dye-swap design. The microarray chip used, EmbryoGENE®, covers most of the bovine pre-attachment transcriptome and hence allows the analysis of gene expression in bovine blastocysts.

After 17 h of hybridization at 65 °C, microarray slides were washed for 1 min in gene expression wash buffer 1 (RT), 3 min in gene expression wash buffer 2 (42 °C), 10 s in 100 % acetonitrile (RT) and 30 s in Stabilization and Drying Solution (Agilent). Slides were scanned with a Power Scanner (Tecan) and features extraction was done with Array-pro6.3 (Media Cybernetics). Intensity files were analyzed with FlexArray 1.6.1 (Michal Blazejczyk, Mathieu Miron, Robert Nadon (2007), FlexArray: statistical data analysis software for gene expression microarrays. Genome Quebec, Montreal, Canada, URL: http://genomequebec.mcgill.ca/FlexArray). Specifically, raw data were corrected by background subtraction, and then normalized within and between each array (Loess and quantile, respectively). Statistical comparison between treatments (CTR-NT vs. IVF and TSA-NT vs. IVF) was done with the Limma algorithm. In pairwise comparisons among transcripts with a *p*-value < 0.01, a false discovery rate (FDR) of 20 % and a fold change >2.0 were considered differentially expressed. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE57247 under URL: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57247

#### Validation of microarray results by qRT-PCR

Microarray results were validated by quantitative real-time PCR (qRT-PCR) as described previously [16]. The list of selected primers with their characteristics is shown in Additional file 9: Table S8. In brief, total RNA was extracted from independent samples (groups of ten blastocysts in three replicates for each experimental group) using RNeasy Micro Kit (Qiagen, Hilden, Germany) according to the manufacturer’s guidelines. The concentration of the extracted RNA was determined by measuring the absorbance at 260 nm using a spectrophotometer and total extracted RNA (around 0.5 μg) was used for first strand cDNA synthesis with the RevertAid® First Strand cDNA Synthesis Kit (Fermentas, Germany). Each cDNA synthesis reaction contained 1 μl random hexamer primer, 1 μl RNase inhibitor, 4 μl 5X reaction buffer, 2 μl dNTP, and 1 μl M-MuLV reverse transcriptase and was adjusted to a total volume of 20 μl using DEPC-treated water. The synthesis of cDNA was performed at 42 °C for 1 h. The qRT-PCR was carried out using the Rotor Gene 6000 (Corbett®, Australia). Each reaction mix contained 2 μl cDNA, 10 μl SYBR Premix Ex Taq II (TaKaRa®, Japan) and 1 μl of 5 pM/ml forward and reverse primers and adjusted to a total volume of 20 μl using dH_2_O. The primers were designed using Beacon Designer, checked by NCBI blast, and finally by gel electrophoresis. The efficiencies of the designed primer pairs were checked by amplification of a serial dilution of template cDNA (50, 10, 2, 0.4, and 0.08 ng) and were between 90 % and 100 %. The obtained CT of each target gene was normalized to the CT of a housekeeping gene (ACTB) and represented with reference to IVF as 2^-ΔΔCT^.

#### Functional analysis of differential gene expression profiles

The Ingenuity Pathways Analysis (IPA; Ingenuity Systems, www.ingenuity.com) software was used to group overrepresented functions of differentially expressed genes into clusters. Moreover, IPA was queried to compile canonical pathways as well as gene regulatory networks (GRNs) that were differentially expressed between treatments. We used IPA to build schematic representations of important pathways deregulated in SCNT blastocysts [63].

#### Network generation

A data set containing the gene identifiers and the corresponding expression values was uploaded into the application. Each identifier was mapped to its corresponding object in Ingenuity’s Knowledge Base. A fold-change cut-off of 1.5 with a *P* value <0.05 was set to identify molecules whose expression was significantly differentially regulated. These molecules, called network-eligible molecules, were overlaid onto a global molecular network developed from information contained in Ingenuity’s Knowledge Base. Networks of network-eligible molecules were then algorithmically generated based on their connectivity. Molecules are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). All edges are supported by at least one reference from the literature, from a textbook, or from canonical information stored in the Ingenuity Pathways Knowledge Base. Human, mouse, and rat orthologs of a gene are stored as separate objects in the Ingenuity Pathways Knowledge Base, but are represented as a single node in the network. Nodes are displayed using various shapes that represent the functional class of the gene product [63].

#### Canonical pathway analysis

Canonical pathway analysis identified the pathways from the IPA library of canonical pathways that were most significant to the data set. The significance of the association between the data set and the canonical pathway was measured in two ways: 1) a ratio of the number of molecules from the data set that map to the pathway divided by the total number of molecules that map to the canonical pathway was displayed; 2) Fisher exact test was used to calculate a *P* value to determine the probability that the association between the genes in the dataset and the canonical pathway would occur by chance alone. Green and red symbols represented genes respectively down and upregulated in treated embryos compared to controls. Gray symbols represented genes with significant expression in blastocysts but with no difference between conditions, whereas white symbols represented genes not present on microarray or with below-background intensity [63].

### Immunofluorescence

#### DNA-methylation and histone H3K9 acetylation in fibroblasts

As described previously [60], quantitative assessment of DNA-methylation and histone H3K9 acetylation was conducted by incubating fibroblasts with 1:400 and 1:200 dilutions of mouse anti-5-methylcytosine and anti-H3K9 monoclonal antibodies, respectively. Fluorescein isothiocyanate-conjugated goat anti-mouse immunoglobin was used as the secondary antibody at a 1:50 dilution. A corresponding control for each experiment was included. Cells were filtered through a 40-μm nylon mesh in order to exclude aggregated cells. Ten thousand cells were collected with the fluorescence activated cell sorting (FACS)-Caliber and were analyzed using CELL QUEST® 3.1 software (Becton Dickinson). Three replicates were conducted for each treatment with appropriate controls to eliminate the possible effects of auto fluorescence and non-specific binding by the secondary antibody.

#### DNA-methylation and histone H3K9 acetylation of blastocysts

As described previously [16], NT and IVF blastocysts were washed in PBS containing 1 mg/ml PVA and then fixed in 4 % paraformaldehyde (PF) in PBS for 30 min. Permeabilization was carried out in 0.5 % Triton X-100 in PBS for 15 min. For DNA-methylation, embryos were first pre-treated with 4 N HCl for 60 min at RT, and then washed with PBS. To preclude non-specific binding of the primary antibody, embryos were treated with 3 % BSA in PBS for 60 min at RT. These embryos were then incubated with the primary antibody: either mouse monoclonal anti-5-methylcytosine (for DNA-methylation) (Eurogentec®, BI-MECY-0100) or mouse monoclonal anti-H3K9 (for histone-acetylation), for 1 h at 37 °C, followed by three washes in PBS containing PVA. Embryos were then incubated with the secondary antibody (goat anti-mouse IgG-TRITC conjugate) for 60 min at 37 °C. Subsequently, embryos were re-fixed overnight in 4 % PF and treated with 0.1 mg/ml RNase-A for 1 h before being washed in PBS. The fixed and stained embryos were mounted and imaged as described for EGFP fluorescence using 557 nm excitation and 576 nm emission filters. The median pixel intensity of 10–15 nuclei was detected in each NT and IVF blastocyst. Briefly, five different regions of each image that contained 10–15 nuclei were randomly selected and the average pixel intensity of fluorescence emission in the nuclei located in these regions was detected using Image J. software (National Institute of Mental Health, Bethesda, Maryland, USA). The software was zeroed against background before use. Appropriate controls were also included to eliminate the possible effects of auto fluorescence of the first and second antibodies.

#### Chromatin remodeling dynamics

Stepwise assessment of chromatin remodeling was carried out as described previously [64]. In brief, reconstituted oocytes at 0.5–12 h post-reconstitution (hpr) were fixed in 4 % PF for 15 min. Microtubules were immunostained with anti-β-tubulin monoclonal primary antibody (1:100) and FITC labeled anti-mouse-IgG secondary antibody (1:100). The chromosomes were counterstained with H333242 (2 mg/ml) and then samples were washed and mounted on glass slides in glycerol droplets to be observed with an epifluorescence microscope (Olympus, BX51) at 400X magnification. A digital image of each sample was taken with a highly sensitive camera (Olympus DP-72) operated on DP2-BSW Software.

#### 5mC and 5hmC dynamics

The disappearance of 5mC and appearance of 5hmC were assessed as described previously [65]. Briefly, reconstituted oocytes and IVF embryos at 0, 4, 8, 12, and 24 h post SCNT/IVF were fixed in 4 % PF for 10 min at RT, washed several times in PBS-Tween (PBS-T: 0.1 %) and then permeabilized in 1 % Triton X-100/PBS-T for 1 h. Tissues were washed again in TBS-T then antigens were blocked by incubating in 5 % non-fat dry milk/TBS-T for 1 h at RT. First antibodies were added to fresh blocking solution at 1:1000 and 1:2000 dilutions for anti-5mC and anti-5hmC, respectively. Samples were incubated overnight at 4 °C in antibody solution, and then washed in PBS-T several times. Goat anti-mouse secondary antibody was diluted at 1:2000 in freshly made blocking solution. Samples were incubated for 45 min followed by four washes of 15 min in PBS-T and incubated in DAPI 1:1000 for nuclear staining. Samples were washed and mounted on glass slides in glycerol droplets to be observed with an epifluorescence microscope (Olympus BX51) as described for chromatin remodeling.

#### Nascent mRNA expression

Incorporation of BrUTP into embryos was performed as described by Bui et al. [26]. In brief, SCNT embryos at different stages of *in vitro* development (oocyte, 2-, 4-, 8–16 cells, compact morula and blastocyst) were washed trice with electrical permeabilization buffer (PB: 0.25 M D-glucose, 100 μM CaCl_2_.2H_2_O, 100 μM MgSO_4_, and 0.1 % PVP) and then incubated in transcription buffer (PB + 10 mM BrUTP) for 1 min. Embryos were placed between two electrodes (0.5 mm apart) of an electro fusion chamber filled with 20-μL droplets of transcription buffer and BrUTP internalization was induced by two successive DC current pulses (250 V/cm, 80 μsec with 1 min interval). Embryos were transferred to mSOF medium two minutes after permeabilization and cultured for 1 h. The embryos were then washed twice in PBS-PVA, fixed for 40 min in PBS-PVA, washed twice in PBS-PVA and stored overnight at 4 °C in PBS supplemented with 3 % BSA and 0.1 % Triton X-100. The embryos were then incubated for 2 h with mouse monoclonal anti-BrdU (6 μg/mL), washed twice in PBS-BSA before being incubated for 1 h in 1:200 dilution of Tritc-labeled goat anti-mouse IgG as second antibody. Embryos were then washed out trice in PBS-BSA, 10 min each, and observed with high power inverted and then epifluorescence microscopes as described above. Blastocysts and oocytes were used as positive and negative controls, respectively.

#### Nascent EGFP-OCT4 expression

Fibroblasts were transfected with a previously produced EGFP-POU5F1 plasmid containing a neomycin resistance gene via lipofection method (LipofectAMINE 2000^TM^). The EGFP-POU5F1 vector map and the transfection protocol are available in a previous article [18]. Stably transfected colonies, selected after antibiotic screening and PCR, were expanded before being used for SCNT. The time window and the extent of EGFP-OCT4 expression in the developed embryos at the 4- and 8–16-cell, morulae, and blastocyst stages were assessed by inverted and then epifluorescent microscopy.

### Identification of the effects of TSA on fibroblast gene expression

To identify the effects of TSA on fibroblast gene expression, microarray data were queried to select a subset of non-DEG transcripts in both NT groups that were oppositely expressed between CTR-NT and TSA-NT blastocysts. The primer list of selected genes is shown in Additional file 9: Table S8. Then, based on a design described by Whitworth et al. [28], qRT-PCR was used to compare the expression profiles of this subset of genes in TSA-treated and untreated fibroblasts, and CTR-NT, TSA-NT, and IVF blastocysts.

## Additional files

Additional file 1: Table S1. Pre- and post- implantation development. Effect of TSA treatment on in vitro and in vivo development of cloned embryos compared to fertilized counterparts. (DOCX 18 kb) Additional file 2: Table S2. CTR-NT Differentially regulated genes. Breakdown of genes differentially up and downregulated with ≥1.5 fold change in CTR-NT blastocyst compared to in vitro fertilized embryos. Red and green colors represent up and downregulation, respectively. (XLS 261 kb) Additional file 3: Table S3. TSA-NT differentially regulated genes. Breakdown of genes differentially up and downregulated with ≥1.5 fold change in TSA-NT compared to in vitro fertilized embryos. Red and green colors represent up and downregulation, respectively. (XLS 314 kb) Additional file 4: Table S4. Unique gene expression in CTR-NT and TSA-NT. A breakdown of genes predominantly or commonly expressed in CTR-NT- and TSA-NT-derived blastocysts. (XLS 416 kb) Additional file 5: Figure S1. Nascent RNA expression in CTR-NT and TSA-NT blastocysts. A-E’) Investigation of nascent RNA expression at different stages of cloned embryo development. Oocytes and blastocysts are considered as negative and positive controls based on RNA expression, respectively. No sign of mRNA expression was observed until the 8 (C&C’) -16 (D&D’) cell stage. Scale bar represents 100 μm. (JPEG 594 kb) Additional file 6: Table S5. GO terms emerged from CTR-NT blastocyst. Gene ontology terms emerged from the differentially regulated genes of CTR-NT blastocysts compared to IVF (FDR 1.5, P ≤ 0.05, FC ≥1.5). (XLS 39 kb) Additional file 7: Table S6. GO terms emerged from TSA-NT blastocyst. Gene ontology terms emerged from the differentially regulated genes of TSA-NT blastocysts compared to IVF (FDR 1.5, P ≤ 0.05, FC ≥1.5). (XLS 42 kb) Additional file 8: Table S7. Real Time PCR gene expression analysis. Validation of microarray results by qRT-PCR quantification of the mRNAs in blastocysts developed in CTR-NT and TSA-NT groups compared to IVF. The analysis was done in five replicates of pools of ten blastocysts. ACTB was considered as housekeeping gene. (DOCX 17 kb) Additional file 9: Table S8. qRT-PCR primers. Sequences (5′–3′) of reverse transcription qRT-PCR-specific primers for candidate genes expressed in bovine embryos. (DOCX 19 kb)

## Abbreviations

SCNT: Somatic cell nuclear transfer
TSA: Trichostatin A
IPA: Ingenuity Pathways Analysis
PCA: Principal component analysis
CTR: Control
NT: Nuclear transfer
IVF: In vitro fertilization
5mC: 5 methyl cytosine
5hmC: 5 hydroxymethyl cytosine
DEG: Differentially expressed genes
mSOF: Modified synthetic oviduct fluid
qRT-PCR: Quantitative real-time PCR
EGFP: Enhanced green fluorescent protein
FCS: Fetal calf serum
BSA: Bovine serum albumin
PVA: Polyvinyl alcohol
PBS: Phosphate buffer saline
RT: Room temperature
FACS: Fluorescence activated cell sorting
RRRs: Reprogramming resistant regions

# Supplementary material for: Epigenetic modification with trichostatin A does not correct specific errors of somatic cell nuclear transfer at the transcriptomic level; highlighting the non-random nature of oocyte-mediated reprogramming errors
**Source:** BMC Genomics. 2016 Jan 4;17:16. doi: 10.1186/s12864-015-2264-z
**Supplement:** Additional file 1: Table S1. — Pre- and post- implantation development. Effect of TSA treatment on in vitro and in vivo development of cloned embryos compared to fertilized counterparts.

| **Additional file 1: Table S1. Effect of TSA treatment on in vitro and in vivo development of cloned embryos compared to fertilized counterparts.** | | | | | |
| --- | --- | --- | --- | --- | --- |
|  |  |  | **Treatments** | | |
|  | **Comparisons** |  | **CTR-NT (%±SEM)** | **TSA-NT (%±SEM)** | **IVF (%±SEM)** |
| **(A)**  **In vitro development** | **No. of embryos** |  | 3610 | 2689 | 1254 |
|  | **Cleavage** |  | 3332 (92.3±7.8) | 2265 (85.7±9.5) | 986 (78.6±4.6) |
|  | **Blastocyst** |  | 956 (28.7±5.5) a | 909 (39.8±4.1) b | 338 (34.3±3.9) ab |
|  | **Grade 1&2 blastocysts** |  | 332 (34.7±6.7) a | 436 (48.0±6.0) b | 141 (41.7±4.2) ab |
|  |  |  |  |  |  |
|  |  |  |  |  |  |
| **(B)**  **Differential staining** | **No. of blastocysts** |  | 12 | 15 | 21 |
|  | **No. of ICM** |  | 25.0±6.9 a | 36.1±9.7 b | 31a |
|  | **No. of TCN** |  | 103.4±11.1 | 123.3±14.3 | 109.6±8.9 |
|  | **% of ICM/TCN** |  | 0.22±3.3 a | 0.35±4.5 b | 28.6±7.5 ab |
|  |  |  |  |  |  |
| **(C)**  **In vivo development** | **No. of embryos transferred/recipients** |  | 205/67 | 159/56 | 44/28 |
|  | **D35-40 gestation** |  | 31 (46.3) | 21 (39) | 10 (35.7) |
|  | **D60-65 gestation** |  | 12 (38.7)a | 6 (30)a | 9 (90.0)b |
|  | **D90-120 gestation** |  | 9 (75.0)ab | 4 (65)a | 9 (90.0)b |
|  | **Terminated due to complications** |  | 3 (33.3)a | 2 (50)a | 0b |
|  | **Still birth** |  | 4 (66.7)a | 1 (50)a | 0b |
|  | **Survived** |  | 2 (66.7)a | 1 (50)a | 9 (100.0)b |
| In each row, values with different letters differ significantly (p<0.05). | | | | | |

# Supplementary material for: Epigenetic modification with trichostatin A does not correct specific errors of somatic cell nuclear transfer at the transcriptomic level; highlighting the non-random nature of oocyte-mediated reprogramming errors
**Source:** BMC Genomics. 2016 Jan 4;17:16. doi: 10.1186/s12864-015-2264-z
**Supplement:** Additional file 8: Table S7. — Real Time PCR gene expression analysis. Validation of microarray results by qRT-PCR quantification of the mRNAs in blastocysts developed in CTR-NT and TSA-NT groups compared to IVF. The analysis was done in five replicates of pools of ten blastocysts. ACTB was considered as housekeeping gene.

| Additional file 8: Table S7. **Real Time PCR gene expression analysis.** Validation of microarray results by reverse transcription–qRT-PCR quantification of the mRNA profiles in blastocysts developed in CTR-NT and TSA-NT groups compared to IVF. Analysis was done in five replicates of pools of ten blastocysts in each replicate. ACTB was considered as housekeeping gene. | | | | | |
| --- | --- | --- | --- | --- | --- |
|  | Microarray results | | qRT-PCR results | | |
| Gene | CTR-NT | TSA-NT |  | CTR-NT | TSA-NT |
| VEGFA | -1.0 | 1.0 |  | -1.0±0.4 | 1.3±0.2 |
| BCL2 | -1.0 | -1.1 |  | -1.0±0.0 | -1.0±0.3 |
| NANOG | -1.9* | -4.1* |  | -1.4±0.4 | -3.3±1.1* |
| POU5F1 | 1.2 | 1.6* |  | 1.5±0.2* | 1.0±0.3 |
| XIST | -1.7* | -1.6* |  | -0.6±0.7 | -0.4±0.1 |
| SOX2 | -1.1 | 1.0 |  | -1.0±0.2 | 1.1±0.3 |
| CDX2 | 1.2 | 1.3 |  | 1.5±0.5* | 1.4±0.3* |
| GSTM3 | -4.9* | -3.7* |  | -6.1±1.1* | -5.1±1.1* |
| HNF4a | 1.0 | 1.1 |  | 1.0±0.5 | 1.1±0.3 |
| C-MYC | 1.6* | 1.5* |  | 1.6±0.2* | 1.3±0.5* |
| BMPR1B | -1.1 | -1.3 |  | 1.3±0.4* | 1.9±0.7* |
| GATA4 | 1.6* | 2.0* |  | 2.2±0.2* | 2.3±1.1* |
| SMAD1 | 1.1 | 1.2 |  | -1.6±1.0* | -1.1±0.4 |
| CCNB1 | -1.9* | -2.4* |  | -2.3±1.1* | -3.4±0.8* |
| *Significantly different with IVF at P<0.05. | | | | | |

# Supplementary material for: Epigenetic modification with trichostatin A does not correct specific errors of somatic cell nuclear transfer at the transcriptomic level; highlighting the non-random nature of oocyte-mediated reprogramming errors
**Source:** BMC Genomics. 2016 Jan 4;17:16. doi: 10.1186/s12864-015-2264-z
**Supplement:** Additional file 9: Table S8. — qRT-PCR primers. Sequences (5′–3′) of reverse transcription qRT-PCR-specific primers for candidate genes expressed in bovine embryos.

| Additional file 9: Table S8. **qRT-PCR primers.** Sequences (5’-3’) of reverse transcription qRT-PCR-specific primers of candidate genes expressed in bovine embryos. | | |
| --- | --- | --- |
| **Gene** | **Name** | **Sequence** |
| **ACTB** | actin, beta | **F:** TCGCCCGAGTCCACACAG  **R:** ACCTCAACCCGCTCCCAAG |
| **VEGFA** | vascular endothelial growth factor A | **F:** TTCATTTTCAAGCCGTCCTC  **R:** CCTATGTGCTGGCTTTGGTG |
| **BCL2** | B-cell CLL/lymphoma 2 | **F:** AGCATCACGGAGGAGGTAGAC  **R:** CTGGATGAGGGGGTGTCTTC |
| **NANOG** | Nanog homeobox | **F:** CGTGTCCTTGCAAACGTCAT  **R:** CTGTCTCTCCTCTTCCCTCCTC |
| **POU5F1** | POU class 5 homeobox 1 | **F:** AGAAGGGCAAACGATCAAGC  **R:** AGGGAATGGGACCGAAGAGTT |
| **Sox2** | SRY (sex determining region Y)-box 2 | **F:** ATGGGCTCGGTGGTGA  **R:** CTCTGGTAGTGCTGGGA |
| **CDX2** | caudal type homeobox 2 | **F:** GCACCATCACCCTCACC  **R:** GGGCTTCCGCATCCACT |
| **GSTM3** | glutathione S-transferase mu 3 (brain) | **F:** GCGCTAAGGCACACAGGCGA  **R:** TGCGGGCGATGTAGCGCAAG |
| **HNF4a** | hepatocyte nuclear factor 4, alpha | **F:** CTGGAGACGACACGAG  **R:** TGGCTTTGGAGAAACGAG |
| **CTNNB1** | catenin (cadherin-associated protein), beta 1, 88kDa | **F:** AGTGGGTGGCATAGAGG  **R:** CACAGGTAGCCCGTAG |
| **C-myc** | C-myc myelocytomatosis viral oncogene | **F:** CAACACCCGAGCGACACC  **R:** GCCCGTATTTCCACTATCCG |
| **BMPR1B** | bone morphogenetic protein receptor, type IB | **F:** CCTGTTCGTCGTGTCTCAT  **R:** CTGGTGCTAAGGTTACTCC |
| **GATA4** | GATA binding protein 4 | **F:** TCCCCTTCGGGCTCAGTGC  **R:** GTTGCCAGGTAGCGAGTTTGC |
| **SMAD1** | SMAD family member 1 | **F:** TCACCATTCCTCGCTCCCT  **R:** AAACTCGCAGCATTCCAACG |
| **SFN** | stratifin | **F:** TCCGAGGCAGTCAGTTAG  **R:** CTTCACCCTTTTCCACCG |
| **STEAP2** | six transmembrane epithelial antigen of the prostate 2 | **F:** CCTACAGCCTCTGCTTACC  **R:** CCAGACTTCTTCCTCGTTCC |
| **UBD** | tubulin, delta 1 | **F:** ACGACCATCCACCTCACCC  **R:** CACCAGGCTCCACCAAAACC |
| **CXXC5** | CXXC finger 5 | **F:** TGTAGGAACCGAAAGACTG  **R:** CCGTCACTGAAACCACC |
| **ARHGEF6** | Rac/Cdc42 guanine nucleotide exchange factor (GEF) 6 | **F:** ACAGGGTCTTCAGATGGC  **R:** TTCCCCAGTCAGAGTTCC |
| **PPP1R15B** | protein phosphatase 1, regulatory (inhibitor) subunit 15B | F:CTCGTGGCAGGGATGTC  R:CTCCTCTAGGCTGTGGTA |
| **RAB9A** | RAB9A, member RAS oncogene family | **F:** GGAGATGGTGGTGTTGG  **R:** CCTCTGTAGAATGGTGTC |
| **SAP30L** | SAP30-like | **F:** GGAAGAAGGGGCTTGGTGG  **R:** CTTGCTGAAGGAGGCGTTGC |
| **HIST2H2B** | histone cluster 2, H2be | **F:** ATCCTTATCTTTTGTTCCCC  **R:** ATCCAACCTGTGTCTTCTG ) |
| **OXCT1** | 3-oxoacid CoA transferase 1 | **F:** GAGCCTCTTATTTCTCCAGT  **R:** TCCAGTTAGCCAGGTCAC |
| **LIX1L** | Lix1 homolog (mouse)-like | **F:** GCTTGAATAAGGGCTGTGA  **R:** AAGAGGAGTAAGGTGGTAG |
| **LAMA1** | laminin, alpha 1 | **F:** TCAGCACCAATGCGACC  **R:** TCCTAACAGAAGTCTCCAG |
| **ARPC1B** | actin related protein 2/3 complex, subunit 1B, 41kDa | **F:** TGGCACAGACCGCAACG  **R:** AGCAGATGGAGATGACACG |
| **MT1A** | metallothionein 1E | **F:** CAAATGGACCCGAACTG  **R:** TGGGCACACTTGGCAC |
| **SORLT** | sortilin-related receptor, L(DLR class) A repeats-containing | **F:** GGACGATGAGGAACAGAAGC  **R:** TCCATTAGCATAAGCAAAGAAGC |
| **XIST** | X (inactive)-specific transcript | **F:** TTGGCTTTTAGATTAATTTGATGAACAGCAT  **R:** CCCTTTAGACTAGGCCCATTTCATA |

How the deposited data were processed for this re-analysis (not part of the article)

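The data are 16 two-colour Agilent arrays of the EmbryoGENE bovine platform, hybridized with amplified RNA of day 7 blastocysts. Each array holds 1 NT sample and 1 IVF sample in different dyes. Of the 4 slides, the first pair compares CTR-NT with IVF and the second pair TSA-NT with IVF, with the dyes swapped between the slides of a pair and 4 arrays on each slide. Swapped arrays with the same replicate number were averaged, so that each comparison has 4 replicates. The IVF samples carry different labels in the comparisons, and each comparison has its own slides.

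The authors scanned the slides and extracted spot intensities, and the deposited raw files give the intensity of each spot in both dyes as the mean and the median of its pixels, with the local background beside it and not subtracted. The authors then subtracted the background, normalized within arrays by loess and between arrays by quantiles, and deposited the log2 ratio of NT to IVF of each array in a processed table. The authors compared groups with limma in FlexArray. In that table, the columns of TSA-NT equal the background-subtracted and normalized ratios of the median spot signals of the same arrays (correlation across probes 0.99994 or higher), while the 8 columns of CTR-NT had correlations of -0.0034 to 0.0081 with such ratios of their arrays. The table was therefore used for TSA-NT alone, as an alternative, and the raw intensities everywhere else.

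All values were computed in R 4.3.3 with limma 3.58.1, statmod 1.5.0, data.table 1.17.8 and jsonlite 2.0.0. The mean spot intensity was corrected with the median local background by normexp with an offset of 50, normalized within arrays by loess with control spots at weight 0, and between arrays by quantiles of the average intensity. Ratios were turned to NT over IVF and the dye-swapped arrays averaged. A limma model with a mean for each comparison, and the contrast of these means, was fitted to all 8 replicates and 43794 bovine probes (6 residual and 1.89 prior degrees of freedom). A probe was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold of at least 1.5, with n = 4 replicates in each comparison, and p-values of single probes are limma's moderated ones. Symbols and chromosomes come from the platform annotation and the RefSeq annotation of the cattle assembly, which gave a symbol to 21790 probes and a single chromosome to 21653. The brightest probe stands for a gene.

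Background was the mean plus 2 SD of 153 negative control spots in each dye. The median array had 65.1% of probes above it in the CTR-NT channel (56.3% to 72.9%) and 75.9% in the TSA-NT channel (59.0% to 81.1%), and 69.1% (57.9% to 76.7%) and 78.0% (71.9% to 81.7%) in the IVF channels of the same slides. Where the NT channel lay under the background, a bound of the fold was computed with the background in its place. The median SD between replicates was 0.12 on the log2 scale in each comparison. Dye-swapped arrays of a replicate correlated across probes with a mean r of 0.49. Arrays of different replicates on the same slide correlated more, with a mean r of 0.55. For different replicates on the 2 slides of a comparison it was 0.15.

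Chromosomes were compared by Fisher's exact test, two-sided, adjusted over chromosomes within a direction. Gene lists, 34 with 1114 listed genes, were tested with camera at its preset correlation of 0.01 and adjusted over lists; an estimated correlation and fry were alternatives. They cover pluripotency and the inner cell mass, trophectoderm, primitive endoderm, germline, oocyte, cumulus cells, fibroblasts, imprinted, X-linked genes with a Y copy and Y-linked genes, signaling pathways, chromatin enzymes, cell cycle, apoptosis, metabolism, translation, heat shock, interferon response, genes induced by inhibitors of histone deacetylases in cultured cells, and genes the study names. Lists of genes the study names were chosen by the study on these samples.

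Genes named in the text follow a rule: every gene the paper names for its array results, the 10 highest and 10 lowest genes of each comparison that pass the threshold with the same sign in all replicates, and up to 4 members of each list with the smallest adjusted p. The values in the paper's tables had been seen when the rule was written. Where the paper names a protein or family, the bovine gene or genes of that name were taken. The comparisons, tests, lists and most alternatives were set before the deposited data were examined. The paper's tables of fold changes, which come from these same samples, had been read when the gene lists were set.

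Alternatives tried were plain or no background subtraction, median centring, quantile normalization of both channels, a filter on dim probes that keeps 35053 of them, each array as a replicate, slide as a random block, each dye orientation alone, each comparison fitted alone, moderation with a trend and robust, array weights, the processed table for TSA-NT, other thresholds (those stated in the paper's methods and results and for its networks, and no limit on the fold), other rules of presence, the mean of all probes of a gene, and each replicate left out in turn. Added after the data were seen were the median spot signal, other backgrounds for presence (dark corner spots, local background), and, for gene lists, the normalization and background alternatives, left-out replicates and a block by replicate number.

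The procedure was tested on simulated data with 200 changed probes in each comparison. Of probes changed 1.5-fold, 2-fold and 4-fold, 44.8%, 85.1% and 98.5% were recovered in CTR-NT and 44.8%, 80.6% and 100% in TSA-NT, with 1 and 2 false calls and none in the wrong direction. The simulated noise had no part shared by the arrays of a slide, whereas real arrays of a slide correlated with a mean r of 0.55. These counts therefore do not measure false calls from error that a slide shares. Flow cytometry, methylation staining, reporter fluorescence, pregnancy data, in vivo embryos and the PCR measurements were not analysed here, as no deposited values of them were used. A further result is not reported here.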

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

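The splits of the replicates for called probes, the refits of gene lists without a replicate, and the limit set to the share of female embryos were tests chosen after the results were seen.

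Germ-cell genes were lower as a group in NT blastocysts, which the paper does not discuss. TEX12, of meiotic chromosomes, fell in CTR-NT (log2 ratio -1.43 ± 0.15, SE, n = 4) and in TSA-NT (-1.44 ± 0.15), as did MAEL, which silences transposons (-1.07 ± 0.18 and -0.78 ± 0.18). ASZ1, of the same pathway, fell in TSA-NT (-0.75 ± 0.10) and had -0.28 in CTR-NT. Of 46 measured germline genes, 5 were lower in CTR-NT and 8 in TSA-NT, or 1 higher and 8 lower in CTR-NT and 8 lower in TSA-NT adjusted over the list alone. By camera, the list had an adjusted p of 0.000706 in CTR-NT and 0.00151 in TSA-NT, with a median log2 ratio of -0.086 and -0.071. With an estimated correlation, the adjusted p was 0.364 and 0.486. Like the other lists, this one was set after the paper's fold changes from these same samples had been read. It also holds DDX4, PRM1 and CT47B1, which the study names, so the shift is not independent evidence. A left-out replicate ended the call of TEX12 in CTR-NT without CTR-NT replicate 4 (adjusted p = 0.0551), MAEL in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0653 to 0.107) and MAEL in TSA-NT without CTR-NT replicate 2, 3 or 4 or TSA-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0503 to 0.135). With slide as a random block, the call was lost for MAEL in TSA-NT (adjusted p = 0.0954). With each comparison fitted alone, no call was left of MAEL in CTR-NT (adjusted p = 0.0583) or MAEL in TSA-NT (adjusted p = 0.0869).

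X-linked genes that have a copy on the Y chromosome were lower too. UBA1, which activates ubiquitin, fell in TSA-NT (-0.65 ± 0.15, SE, n = 4) and had -0.44 in CTR-NT (adjusted p = 0.158). Of 8 measured genes of this kind, 1 was lower in CTR-NT and 2 in TSA-NT, or 2 in each adjusted over the list alone. The list had an adjusted p of 0.0131 in CTR-NT (median -0.36) and 0.00151 in TSA-NT (median -0.50) by camera, and 0.816 and 0.486 with an estimated correlation. In CTR-NT, the adjusted p was 0.0569 with fry and 0.122 without CTR-NT replicate 2. With 3 replicates in a group, the test was no longer passed by UBA1 in TSA-NT without CTR-NT replicate 1, 2, 3 or 4 or TSA-NT replicate 2, 3 or 4 (adjusted p = 0.0532 to 0.141). Taking slide as a random block ended the call for UBA1 in TSA-NT (adjusted p = 0.113), and it was lost on the slides with NT in Cy5 alone for UBA1 in TSA-NT (log2 ratio -0.46, adjusted p = 0.0856). Fitting each comparison alone ended the call of UBA1 in TSA-NT (adjusted p = 0.152).

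The lower level of X-linked genes was weighed against technical explanations and the sex of the embryos, which the labels give as female for the clones and do not give for IVF. Males among the IVF embryos alone would leave the median of X-linked genes at or above that of other genes. This limit assumes that female clones and female IVF embryos express the X chromosome at the same level. The median was below that of other genes in each of the 8 replicates, with a difference of -0.026 in the replicate nearest to 0. Replicates of the comparisons may share IVF RNA in pairs, so these are not 8 independent values. Gene families with several probes or copies account for part of it but not the whole: with 1 probe per gene and without LOC symbols and germline genes, the odds ratio of X among lower genes fell from 4.54 to 2.80 in CTR-NT (13.6% to 8.59% on X) and from 4.22 to 3.26 in TSA-NT. Dim probes stay open, since the filter on dim probes took away no lower probe and so could not lower the odds ratio (4.32 or more). A share of female embryos that differs between the IVF pools is held to the same limit of 0 only under the same assumption. The paper states that clones get 1 active and 1 inactive X chromosome from the donor cell, while the female zygote has both active. If clones had the lower level, more females in an IVF pool could deepen the fall, so this share was not excluded. The replicate with the lowest median of X-linked genes also had the lowest log2 ratio of XIST in each comparison (CTR-NT replicate 1 with -0.29 and -1.46, TSA-NT replicate 2 with -0.23 and -2.00), but these replicates may share IVF RNA and so count once. They also had the highest log2 ratios of the Y-linked EIF1AY (0.12 and -0.19, against -1.13 to -0.66 in the others). DDX3Y, also Y-linked, was highest in TSA-NT replicate 2 (0.39), but in CTR-NT it was highest in replicate 3 (0.19, against 0.17 in replicate 1). Whether the shift follows the sex of the IVF pools was not tested. An effect of nuclear transfer on the X chromosome stays open and was not separated from the IVF pools.

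Genes of cytosolic ribosomal proteins, which the paper does not discuss for CTR-NT, were lower there as a list (adjusted p = 0.00827 by camera, 0.816 with an estimated correlation, 0.362 with fry, 0.227 without CTR-NT replicate 4).

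Genes of oxidative phosphorylation differed between the NT groups as a list, with a median difference of 0.18 (TSA-NT minus CTR-NT, camera, adjusted p = 0.0234), and 0 of the 72 genes were called (limma, 9 at an unadjusted p under 0.05). The adjusted p was 0.965 with an estimated correlation, 0.865 with fry, 0.0514 with the mean of all probes of a gene, 0.165 and 0.0603 without CTR-NT replicate 1 and 2, and 0.282 and 0.809 without TSA-NT replicate 1 and 2.

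Single replicates lay far from the other 3 of their group in 6 of 102 groups of values tested, where chance gives about 5.1. The dye-swapped arrays of CTR-NT replicate 1 correlated at 0.63 (0.31 to 0.36 in the others). CTR-NT replicate 1 also had the lowest list medians of inner cell mass genes (-0.57, against -0.13 to -0.068) and of histone deacetylases and acetyltransferases (-0.21, against -0.033 to -0.0026). The median of genes of the FGF, PI3K and MAPK pathway was 0.077 in TSA-NT replicate 4 (-0.0068 to -0.00030 in the others) and that of glutathione and xenobiotic metabolism 0.12 in TSA-NT replicate 1 (-0.0069 to 0.0049). SOX2 had a log2 ratio of -0.22 in CTR-NT replicate 3 (-0.45 to -0.43).

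With the signs of the replicates turned in the 8 possible ways, only the real signs gave calls (1 of 8 turnings in CTR-NT, with 583 called probes against 0 at most, and 1 of 8 in TSA-NT, with 1312 against 0), too few turnings for a share under 0.05. For TSA-NT minus CTR-NT, the real count of called probes is 0, so that 35 of 35 splits reach it and it decides nothing (highest other 1). Chance cannot be excluded for the following counts. At an unadjusted p under 0.05 with a fold of 1.5, 8 of 35 splits gave as many as the real 423 probes, the highest 781 with CTR-NT replicates 1, 2 and 4 and TSA-NT replicate 4 on the same side. For gene lists it was 29 of 35, with 1 real list and at most 6 in another split.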

How the results depend on the processing

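The median spot signal, dark corner spots and local background, and for gene lists the normalization and background alternatives, left-out replicates and the replicate block, were chosen after seeing the data. X-linked genes stayed over-represented among lower probes in 18 of 18 alternatives for CTR-NT (9.02% to 20.3%) and 20 of 20 for TSA-NT (7.69% to 23.1%), left-out replicates apart. In the order higher and lower in CTR-NT, then higher and lower in TSA-NT, then shared higher and lower, where they moved, the counts of called probes changed as follows. The cause was not tested. With 1 dye orientation alone, NT cannot be told apart from dye. With each array as its own replicate, both arrays of a dye-swapped pair count as replicates. With a trend and robust moderation they were 0 and 0 in CTR-NT and 0 and 0 shared, with each array as its own replicate 445 and 899 in CTR-NT and 211 and 556 shared, and with each comparison fitted alone 116 higher in CTR-NT, 361 and 374 in TSA-NT and 36 and 130 shared. Median centring gave 92 higher in CTR-NT and 69 shared, and no background correction 231 lower in CTR-NT. The slides with NT in Cy3 gave 1195 and 1341 in CTR-NT, 1339 and 1112 in TSA-NT and 675 and 679 shared, and those with NT in Cy5 605 and 938 in CTR-NT. Slide as a random block (correlation 0.37) gave 104 higher in CTR-NT, 291 and 449 in TSA-NT and 57 shared higher. Thresholds act by construction: no limit on the fold 427 and 795, 1911 and 1493, and 258 and 529; the methods' threshold 64 and 185, 107 and 203, and 33 and 114; the results' threshold 45 and 121, 257 and 324, and 30 and 87; the network threshold 462 and 890 in CTR-NT and 220 and 545 shared. Opposite calls were 1 with no limit on the fold and 1 with NT in Cy5. For TSA-NT minus CTR-NT, probes were called only with each array as its own replicate (48 and 18) and at the network threshold (267 and 156). With a replicate left out, the ranges were 17 to 204 and 58 to 486 in CTR-NT, 251 to 714 and 371 to 739 in TSA-NT, 11 to 82 and 42 to 246 shared, 0 to 0 for opposite calls and for the difference, and 3.85% to 18.8% and 7.01% to 14.4% of lower probes on X.

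Gene lists lower in CTR-NT were 0 with an estimated correlation and 1 with fry (2 to 4 with a replicate left out), those higher in TSA-NT 0, 2 with fry and 2 with the median spot signal (0 to 2), and those lower in TSA-NT 0 and 5 (2 to 2). Lists higher in the difference were 0 with an estimated correlation, 0 with fry, 0 with the mean of all probes, 4 with median centring and 3 with the median spot signal (0 to 3 with a replicate left out). With the replicate block they were 2 (oxidative phosphorylation and cytosolic ribosomal proteins, adjusted p = 0.0491 each), and 0 probes of the difference were called by limma (3146 at an unadjusted p under 0.05, smallest adjusted p = 0.690). Same-numbered replicates deviated with a mean correlation of -0.18, so their numbers do not pair the NT groups. Probes present in 1 group only were, for CTR-NT, TSA-NT and IVF, 1, 6791 and 301 with dark corner spots, 0, 0 and 0 with the local background (43794 in all 3 groups), and 0, 0 and 3 when required on every array; the mean signal gave 494 for IVF.

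Of 969 values of named genes, 909 kept their direction and side of the threshold with a trend and robust moderation, 938 with slide as a block, 588 of 646 with each comparison fitted alone, 861 with NT in Cy3 and 895 with NT in Cy5. Calls of these ended 60 times with a trend and robust moderation, 53 with each comparison fitted alone, 31 with slide as a block, 20 with the mean of all probes of a gene, 15 without background correction, 14 with median centring, 11 with plain subtraction of the background, 11 with NT in Cy5 and 5 with NT in Cy3 (reversed ones apart), 4 with the processed table, 3 with array weights, 3 with the median spot signal and 1 with each array as its own replicate. These reversed: DNAJB1 (-0.020 in CTR-NT, -0.64 in TSA-NT), MOS (-0.80 and -0.69) and TKDP2 (-0.63 in CTR-NT) with NT in Cy5, and SMAD6 (0.64 in CTR-NT) with NT in Cy3. Passages on single genes list calls lost to left-out replicates, slide, dye orientation and separate fits. Calls lost to other settings, such as background and centring, are given for only some genes. The processed table gives no value for CTR-NT and the difference, and moderation with a trend gives no share on X for CTR-NT. Signal over background limits dim genes, as a fold against a channel at the background is understated.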

Differences from the paper's values

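The counts below are at an adjusted p under 0.05 and a fold of 1.5, while the paper states several thresholds: an FDR of 20% and a 2-fold change in its methods, and others in its results and for its networks. At the methods' threshold there are 64 higher and 185 lower probes in CTR-NT, at the results' threshold 45 and 121, and at the network threshold 462 and 890. Of the alternatives set before the data were examined, those that bring a value within the paper's are named, and all others leave it outside. Among those named, 1 dye orientation alone confounds NT with dye. Each array as its own replicate counts both arrays of a dye-swapped pair. A value within the paper's under these is not evidence for the paper's count. A count or percentage is within when neither value is over 1.5 times the other, and a signed fold when the signs match and the log2 values differ by no more than the SD between replicates.

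For CTR-NT, the paper's 1592 called probes stand against 583 here (within under 4 of 24 alternatives: each array as its own replicate, no limit on the fold, only the slides with NT in Cy5, the network threshold; outside under 20), and the paper's 598 higher probes against 177 (the same 4 of 24; outside under 20). The paper's 994 lower probes stand against 406 (within under 5 of 24: the same 4 and only the slides with NT in Cy3; outside under 19). As a percentage of the number of transcripts that the paper states for the array, the paper's 4.3% stands against 1.57% here (the same 4 of 24; outside under 20), or 1.33% of the 43794 probes tested.

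For TSA-NT, the paper's 999 higher probes stand against 629 here (within under 8 of 25: each array as its own replicate, either dye orientation alone, the network threshold, array quality weights, only probes above background, without CTR-NT replicate 1, without TSA-NT replicate 4; outside under 17). The paper's 5.1% of the transcripts of the array and 3.52% here lie within that limit on the same number of transcripts, while the calls are 3.00% of the probes tested. The median spot signal, chosen after seeing the values, gives 748 higher probes, within the paper's, and leaves 614 of the paper's 1907 called probes of TSA-NT uncalled.

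For both NT groups, the paper's 273 probes higher in both stand against 116 here (within under 3 of 24: each array as its own replicate, no limit on the fold, the network threshold; outside under 21) and the paper's 549 lower in both against 272 (within under 5 of 24: the same 3 and either dye orientation alone; outside under 19). The paper's 631 probes present in TSA-NT only stand against 1794 (outside under 3 of 3 alternatives). On chromosome X, the paper's 147 lower probes in CTR-NT stand against 26 (outside under 25 of 25) and the paper's 136 in TSA-NT against 40 (outside under 27 of 27); in the paper's tables of called probes, 87 of 569 lower probes of CTR-NT and 70 of 461 of TSA-NT lie on X by the annotation used here.

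The signed folds in the paper's table of PCR genes compare as follows, the paper's value first. SOX2 in CTR-NT has the paper's -1.1 and -1.30 here (outside under 21 of 21). HNF4A in TSA-NT has the paper's 1.1 and -1.34 at its brightest probe (outside under 22 of 22), while another of its probes has a log2 ratio of 0.11 there, with the paper's sign. BMPR1B has the paper's -1.1 and 1.04 in CTR-NT (within under 1 of 21, only the slides with NT in Cy3; outside under 20) and the paper's -1.3 and 1.03 in TSA-NT (outside under 22 of 22) at its brightest probe, while another of its probes has log2 ratios of -0.16 and -0.29, with the paper's signs. SMAD1 in CTR-NT has the paper's 1.1 and 1.20 (within under 2 of 21, median centring and only the slides with NT in Cy3; outside under 19). CCNB1 has the paper's -1.9 and -1.24 in CTR-NT (outside under 21 of 21) and the paper's -2.4 and -1.14 in TSA-NT (outside under 22 of 22). The paper's tables of called probes give these folds for another gene, CCNB1IP1 (-1.94 and -2.39 in the paper, -1.96 and -2.35 here), and hold no probe of CCNB1. The paper's PCR on separate samples, not analysed here, reports CCNB1 significantly lower than in IVF in both NT groups.

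Probe by probe, the folds in the paper's tables have the same sign here for 1591 of 1592 probes in CTR-NT and 1905 of 1907 in TSA-NT (correlation of the log2 ratios 0.99 in both). Of them, 511 and 1069 are called here, and 72 and 243 probes called here are not in the paper's table of the same comparison.

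Some statements of the paper on single genes differ in direction. The paper states that STAT2, FOXC2, HSPB1, KDM5B and NOTCH1 are upregulated in CTR-NT; the log2 ratios here are -0.68, -0.73 and -0.75 for the first 3, and 0.13 and 0.087 at the brightest probes of KDM5B and NOTCH1, with -0.54 and -0.83 at the probes of these genes in the paper's own table. The paper states that NANOG was lower and POU5F1 higher in both groups, and the values here have those signs (-0.89 and -2.02, 0.30 and 0.57). The paper states that SMAD4 was lower in TSA-NT and SMAD2 and SMAD3 in CTR-NT, and all 3 values here are below 0 (-0.097, -0.27 and -0.37) without a call.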

Other observations

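The tests of a CTR-NT replicate that stands apart, of the spread between replicates and of spots of the same area of the slides were chosen after the results were seen.

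Some markers of the donor cell type were lower. Among 27 measured fibroblast genes, S100A4 fell in CTR-NT (log2 ratio -0.75 ± 0.13, SE, n = 4) and in TSA-NT (-0.75 ± 0.13), and THY1, a surface protein of fibroblasts, in TSA-NT (-1.15 ± 0.20; -0.81 in CTR-NT, adjusted p = 0.0760). In all, 2 were lower in CTR-NT and 3 in TSA-NT, or 1 higher and 3 lower and 3 lower adjusted over the list alone (camera, adjusted p = 0.477 and 0.525). Dropping a replicate took away the call of S100A4 in CTR-NT without CTR-NT replicate 1, 2, 3 or 4 (adjusted p = 0.0669 to 0.0964), S100A4 in TSA-NT without TSA-NT replicate 2 (adjusted p = 0.0514) and THY1 in TSA-NT without TSA-NT replicate 1 or 3 (adjusted p = 0.0570 to 0.0619). Among genes that inhibitors of histone deacetylases induce in cultured cells, CDKN1A, an inhibitor of the cell cycle, had -0.56 in CTR-NT and -0.48 in TSA-NT without passing the test. Of 9 measured, GSN was higher in CTR-NT, and GSN and TUBB3 in TSA-NT, also adjusted over the list alone (adjusted p = 0.651 and 0.694). A fit of each comparison alone did not call S100A4 in CTR-NT (adjusted p = 0.0501) or S100A4 and THY1 in TSA-NT (adjusted p = 0.0581 to 0.0814).

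Of the first cell lineages, the inner cell mass had 1 of 17 genes lower in CTR-NT and 2 in TSA-NT (3 and 2 adjusted over the list alone; adjusted p = 0.0590 and 0.436). The primitive endoderm had 1 of 13 lower in CTR-NT, and in TSA-NT 1 higher and 1 lower, the laminin LAMB1 (-0.74 ± 0.13), also adjusted over the list alone (adjusted p = 0.651 and 0.696). The trophectoderm had 0 of 30 called by limma in either group, also over the list alone, with 8 at an unadjusted p under 0.05 in each (adjusted p = 0.477 and 0.568); TFAP2A, one of its transcription factors, had 1.35 ± 0.29 and 0.79 ± 0.29, and PLET1 -1.18 ± 0.35 and -1.23 ± 0.35. The threshold was no longer met by LAMB1 in TSA-NT without TSA-NT replicate 1, 2 or 3 (adjusted p = 0.0504 to 0.0764). Fitted by comparison, the arrays gave no call of LAMB1 in TSA-NT (adjusted p = 0.0504).

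In the interferon response, 2 of 27 genes were lower in CTR-NT, and 1 was higher and 2 lower in TSA-NT (1 higher and 2 lower in each over the list alone; adjusted p = 0.811 and 0.966). Cholesterol synthesis had 1 of 18 lower in CTR-NT and 0 called in TSA-NT (1 higher and 1 lower, and 1 higher, over the list alone; adjusted p = 0.385 and 0.937). In heat shock and unfolded protein response, 1 of 25 was higher in CTR-NT, the chaperone DNAJB1 (0.65 ± 0.089, and -0.020 on the slides with NT in Cy5 alone), and 0 were called in TSA-NT, also over the list alone (adjusted p = 0.592 and 0.694). By limma, 0 genes were called in either group among 26 histone deacetylases and acetyltransferases (6 and 7 at an unadjusted p under 0.05; adjusted p = 0.592 and 0.694), 16 of cumulus cells (5 and 1; 0.831 and 0.848), 18 of the oocyte (4 and 3; 0.825 and 0.937) and 5 Y-linked genes (1 and 1; 0.651 and 0.609), with 0 over each list alone except 1 lower Y-linked gene in TSA-NT, EIF1AY (-0.68 ± 0.20). In refits on fewer replicates, the call ended for DNAJB1 in CTR-NT without CTR-NT replicate 1, 2 or 4 (adjusted p = 0.0602 to 0.0636, log2 ratio 0.53). A random block for slide took the call away for DNAJB1 in CTR-NT (adjusted p = 0.454). Separate fits of the comparisons ended the call of DNAJB1 in CTR-NT (adjusted p = 0.0575).

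More probes were called in TSA-NT than in CTR-NT. CTR-NT replicate 1 stood apart in several values. The variance of log2 ratios left after subtracting replicate spread was 1.21 times as large in TSA-NT with all replicates and 1.33 times without CTR-NT replicate 1. That ratio was 1.10 and 1.09 without TSA-NT replicate 1 and 2. It takes replicates as independent although they share slides, so it cannot decide whether CTR-NT replicate 1 accounts for the larger number of calls. Whether another CTR-NT replicate accounts for it was not decided either. The ratio was 1.09 without CTR-NT replicate 3. The calls of CTR-NT were at most 0.424 of those of TSA-NT with 1 replicate of each group left out, in fits that also lose power. A wider spread between the CTR-NT replicates was not seen, as their median SD was 0.969 of that of TSA-NT, but it was 0.821 to 1.07 with 1 replicate of each left out; both comparisons share 1 variance per probe in the model, so a wider spread would lower the calls of both. The treatment, the slides and the IVF samples all differ between the groups and stay open.

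Replicates of the NT groups deviated from their means in pairs, CTR-NT replicates 1, 2, 3 and 4 with TSA-NT replicates 2, 4, 1 and 3 (correlations of 0.22, 0.24, 0.45 and 0.43, with a mean of 0.33 against 0.22 in the next best pairing). Spots of the same area of the slides do not explain it, as same-numbered replicates had a mean correlation of -0.18. IVF RNA shared between the slides of the comparisons may do so: in 4 of 4 pairs the IVF channels deviated more alike (0.61, 0.58, 0.42 and 0.63) than the NT channels (-0.031, -0.068, 0.20 and 0.070). If so, part of the similarity of the NT groups comes from the IVF embryos. In 20 simulations with this shared part alone, the correlation of the log2 ratios was 0.50 (0.70 in the data) in the mean. The simulated value follows from the setting, in which all IVF RNA was shared and had the same spread as NT RNA. It does not measure the shared part in these arrays. The pairing was found from these values and was not used as a block.

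In the processed table, the columns of TSA-NT equal the background-subtracted and normalized ratios of the median spot signals, whereas those of CTR-NT do not correlate with such ratios of their arrays, although they correlate with each other (mean r of 0.21).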
